# Transcriptome analysis of rice root responses to potassium deficiency

**DOI:** 10.1186/1471-2229-12-161

**Published:** 2012-09-10

**Authors:** Tian-Li Ma, Wei-Hua Wu, Yi Wang

**Keywords:** Rice, K^+^ deficiency, microarray, transcriptome

## Abstract

**Background:**

Potassium (K^+^) is an important nutrient ion in plant cells and plays crucial roles in many plant physiological and developmental processes. In the natural environment, K^+^ deficiency is a common abiotic stress that inhibits plant growth and reduces crop productivity. Several microarray studies have been conducted on genome-wide gene expression profiles of rice during its responses to various stresses. However, little is known about the transcriptional changes in rice genes under low-K^+^ conditions.

**Results:**

We analyzed the transcriptomic profiles of rice roots in response to low-K^+^ stress. The roots of rice seedlings with or without low-K^+^ treatment were harvested after 6 h, and 3 and 5 d, and used for microarray analysis. The microarray data showed that many genes (2,896) were up-regulated or down-regulated more than 1.2-fold during low-K^+^ treatment. GO analysis indicated that the genes showing transcriptional changes were mainly in the following categories: metabolic process, membrane, cation binding, kinase activity, transport, and so on. We conducted a comparative analysis of transcriptomic changes between *Arabidopsis* and rice under low-K^+^ stress. Generally, the genes showing changes in transcription in rice and *Arabidopsis* in response to low-K^+^ stress displayed similar GO distribution patterns. However, there were more genes related to stress responses and development in *Arabidopsis* than in rice. Many auxin-related genes responded to K^+^ deficiency in rice, whereas jasmonic acid-related enzymes may play more important roles in K^+^ nutrient signaling in *Arabidopsis*.

**Conclusions:**

According to the microarray data, fewer rice genes showed transcriptional changes in response to K^+^ deficiency than to phosphorus (P) or nitrogen (N) deficiency. Thus, transcriptional regulation is probably more important in responses to low-P and -N stress than to low-K^+^ stress. However, many genes in some categories (protein kinase and ion transporter families) were markedly up-regulated, suggesting that they play important roles during K^+^ deficiency. Comparative analysis of transcriptomic changes between *Arabidopsis* and rice showed that monocots and dicots share many similar mechanisms in response to K^+^ deficiency, despite some differences. Further research is required to clarify the differences in transcriptional regulation between monocots and dicots.

## Background

Potassium (K^+^) is the most abundant monovalent cation in plant cells and accounts for 2–10% of plant dry weight [1]. It plays crucial roles in many physiological processes in living plant cells, including osmoregulation, control of turgor pressure, electrical neutralization, and enzyme activation [1,2]. The K^+^ concentration in soil solution is generally within the range of 1 to 200 ppm (approx. 0.025 ~ 5 mM) [3]. In the rhizosphere, the K^+^ concentration is usually less than 0.3 mM [4]. Therefore, most plants are subjected to low K^+^ stress at some point during their lives. Most plants can survive under low-K^+^ conditions, largely because of the high-affinity K^+^ uptake system in the roots, especially the high-affinity K^+^ transporters [5]. Different plant species and genotypes have various high-affinity K^+^ transporters with diverse K^+^-uptake efficiencies [6].

Previous studies reported that many high-affinity K^+^ transporter genes are induced by low-K^+^ conditions. For example, several members of the *KUP/HAK/KT* family including *AtKUP3*[7], *AtHAK5*[8,9], *HvHAK1*[10,11], *OsHAK1*[12] as well the K^+^ transporter genes *TaAKT1*[13] and *AtCHX17*[14] were induced by K^+^ starvation. These K^+^ transporters may be involved in K^+^ acquisition and homeostasis in plant cells under low-K^+^ conditions. Furthermore, transcriptomic analysis of *Arabidopsis* under low-K^+^ stress identified many candidate genes related to low-K^+^ perception, and regulatory pathways associated with responses to K^+^ deficiency [9,15].

Microarray technology is a convenient tool for rapid analysis of plant gene expression patterns under a variety of environmental conditions. Research on signal transduction pathways activated during the plant response to nutrient deficiency is often initiated from microarray data analyses [16]. For instance, the genome-wide gene expression profiles of rice responses to drought [17], low nitrogen [18], low phosphorus [19-21] and low iron [22] stresses have been analyzed using microarray techniques. However, very little progress has been made in understanding changes in transcription of rice genes under low K^+^ conditions.

In the present study, we used Affymetrix microarrays to monitor the transcriptomic profiles of rice roots during responses to short- and long-term K^+^ deficiency. We analyzed the functional categorization of differentially expressed genes and compared the low-K^+^ response profiles between rice and *Arabidopsis*. These results will further our understanding of the molecular mechanisms underlying responses to nutrient deficiency in plants.

## Results and discussion

### K^+^ deficiency inhibits growth of rice seedlings

To investigate the transcriptional changes in rice roots under K^+^ deficiency, we first determined the appropriate period of low-K^+^ treatment. Hydroponically grown rice seedlings (2-weeks old) were transferred to K^+^-free solution (−K) and K^+^-replete solution (+K, 1 mM K^+^) as treatment (LK) and control (CK) conditions, respectively. The nutrient solution used was that described by the International Rice Research Institute [23]. After treatment for indicated times (6 h, and 1, 3, 5, and 7 d), the K^+^-deficient phenotypes of rice seedlings were evaluated. The dry weight and K^+^ content were also measured at each time point.

There was no phenotypic difference between K^+^-starved seedlings and control seedlings after K^+^ deficiency treatment for 6 h, or 1 or 3 d (Figure 1A). The seedlings showed obvious phenotypic differences after 5 days of K^+^ starvation, at which time the K^+^-deficient plants had smaller roots and shoots than those of the control (Figure 1A). The observed phenotypes were consistent with the biomass measurements. Compared with control seedlings, the biomass of roots and shoots of K^+^-starved seedlings was lower after 5 d K^+^ deficiency (Figure 1B, 1C). The seedling K^+^ content showed a decrease after only 6 h, and continued to decrease markedly throughout the K^+^ deficiency treatment (Figure 1D, E).

**Figure 1:**
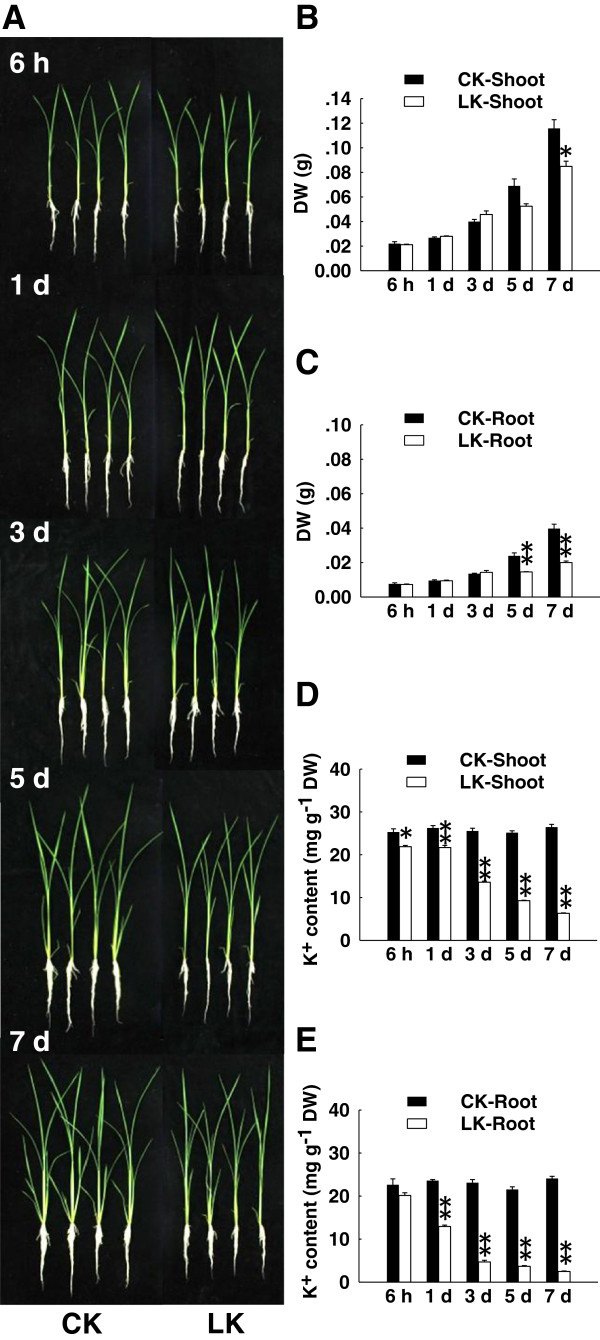
**K**^**+ **^**deficiency inhibits rice growth and affects seedling K**^**+**^**content.** (**A**) Phenotypes of rice seedlings under normal and K^+^-deficient conditions (CK and LK) at indicated times. (**B**, **C**) Dry weight of shoots (**B**) and roots (**C**) under CK and LK conditions at indicated times. (**D**, **E**) K^+^ content of shoots (**D**) and roots (**E**) at indicated times. Data are means ± SEM (*n* = 3). Differences between mean values of treatments and controls were compared using *t* - tests (* *P* < 0.05, ** *P* < 0.01).

According to these results, we chose three time points (6 h, and 3 and 5 d) to investigate changes in gene transcription. The seedling K^+^ content had already decreased at the 6-h time point. It decreased further thereafter, but biomass was not affected until the 3-d time point. At the 5-d time point, the K^+^ content and biomass were both significantly decreased. Therefore, these three time points may represent different stages of rice root responses to K^+^ deficiency.

### Microarray analysis reveals rice genes showing transcriptional changes in the response to K^+^ deficiency

We used an Affymetrix rice genome array to reveal transcriptional changes during the rice response to K^+^ deficiency. This array contains 51,279 probes representing two rice cultivars (48,564 *japonica* transcripts and 1,260 *indica* transcripts, http://www.affymetrix.com). The root is the main tissue that first senses nutrient deficiency in the environment. Therefore, roots from K^+^-starved seedlings and controls were harvested at the three time points (6 h, 3 d, and 5 d). 

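Roots of Nipponbare seedlings on a K+-replete solution (CK) or on a solution without K+ (LK) were compared at 6 h, 3 d and 5 d, with 3 arrays in each of the 6 groups. Each array carries RNA pooled from 5 seedlings, and each time has its own CK arrays, so the 3 comparisons share no array. The values are linear signals that the authors normalized over all 18 arrays; the array medians ran from 22.1 to 23.4. Of 57194 probe sets, the 25165 with the highest mean log2 signal (the top 44%) were tested with limma in a single fit of all groups, with signals under 10 raised to 10 and p adjusted by the Benjamini-Hochberg method. Fold changes are ratios of mean signals, written negative where LK roots had less, and n = 3 arrays a group throughout. In simulated signals, drawn with normal noise around the CK means, changes of 1 log2 unit were added to 100 probe sets at a time. Of these, 87% were called at 6 h, 91% at 3 d and 97% at 5 d. For changes of 0.5 log2 units in another 100 probe sets the shares were 64%, 53% and 51%. Each probe set had the same noise at all times, so the shares do not compare the times. Far more probe sets were called at 3 d and 5 d than the simulation changed, which moves the cutoff of the adjusted p.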

Their total RNA was extracted and used for microarray experiments (see “Materials and Methods” for details). To ensure reproducibility and reliability of microarray data, three biological replicates were analyzed at each time point, making a total of 18 rice genome arrays. To assess the reproducibility of microarray data, the correlation coefficients of biological replicates were calculated using GeneSpring GX 11 software. 

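Signals of replicate arrays followed each other closely over the whole set of genes on the array, in CK as in LK roots. Over all probe sets and on the linear scale, Pearson's r between the arrays of a group ran from 0.968 to 0.998, with a median of 0.993 over 18 pairs. The lowest pair was made of replicates 1 and 3 of the LK roots at 5 d. Single strong readings weigh on these linear values: OsNDPK1, a gene for a nucleoside diphosphate kinase, read 18303 in replicate 3 of the LK roots at 3 d, against a median of 2378 on the other arrays. On the log2 scale the lowest pair gave 0.991 (replicates 1 and 3 of the CK roots at 3 d). Without 39 probe sets that lie over 2.5 log2 units above or below their group median on at least 1 array, a setting chosen after the correlations were seen, the lowest pair gave 0.994. Arrays of different groups also correlated highly: over all pairs the lowest r was 0.9395 on the linear and 0.982 on the log2 scale. On the log2 scale, replicate 1 of the LK roots at 6 h gave 0.993 to 0.994 with the CK arrays at 6 h. With each of its own replicates it gave 0.993. High values between replicates therefore do not by themselves set a group apart. Correlations over probe sets carry no information on the spread of a single gene.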

All correlation coefficients were greater than 0.9915 (Additional file 1). We conducted real-time PCR analysis for 12 randomly selected genes to confirm the validity of the microarray data. For most of the 12 genes, their expression patterns in the real-time PCR analysis were similar to those predicted by the rice microarray data (Figure 2). 

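OsSWEET12, of a family of sugar transporters, went from 26.0 ± 2.79 to 198 ± 35.8 at 3 d (7.60-fold). At 5 d it went from 22.8 ± 4.49 to 279.5 ± 14.2 (12.2-fold; mean ± SD, n = 3 arrays), the largest rise at that time among the 12 genes measured by PCR. A spermidine synthase gene, for an enzyme of polyamine synthesis, rose 3.01-fold at 3 d and 4.90-fold at 5 d. An EIN3-like gene, from a family of ethylene signalling factors, rose 1.69-fold and 2.27-fold. Genes for a tetratricopeptide repeat protein (2.88-fold and 3.04-fold) and for the expressed protein Os04g0142400 (3.75-fold and 3.97-fold) also rose. The deepest fall was that of a Bet v I family gene, related to stress-induced allergen-like proteins, from 1269 ± 111 to 32.2 ± 11.7 at 3 d. At 5 d it went from 1069 ± 109 to 19.0 ± 2.54, so that the fold changes were -39.4 and -56.3. OsSub6, a subtilisin-like protease gene, had fold changes of -3.09 and -4.45. The gene for a cysteine-rich domain protein had -3.89 and -5.68, and the gene for a DC1 domain protein -9.33 and -17.0. In LK roots the Bet v I and DC1 genes read close to the array medians, where background is a large part of the signal, so their folds can be read only as lower bounds. CK signals of OsSWEET12 are as low. Under the limma test with an adjusted p under 0.05, 8 of the 12 genes were higher and 4 lower at 3 d and again at 5 d (the same counts when adjusted over the list alone). At 6 h only OsHKT2;1 passed (3 higher and 4 lower adjusted over the list alone). The study states that it picked these genes at random; their signals come from its own arrays, so they are not independent evidence of direction. The PCR values were not analysed here.

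**Figure D1:**
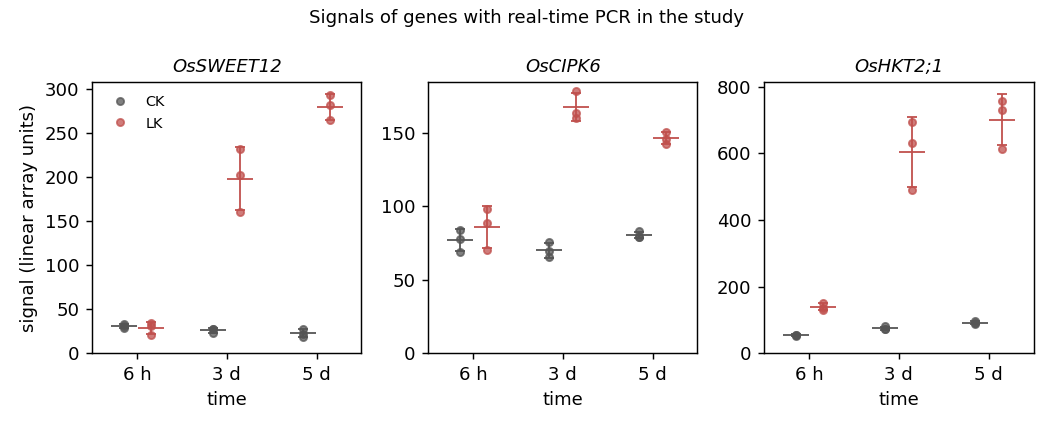
Array signals of OsSWEET12, OsCIPK6 and OsHKT2;1 in CK and LK roots, 1 dot per array with mean ± SD of n = 3. OsCIPK6 went from 70.2 ± 5.08 to 168 ± 9.77 at 3 d and from 80.45 ± 2.19 to 146 ± 4.11 at 5 d; OsHKT2;1 went from 54.2 ± 2.11 to 139.7 ± 10.6 at 6 h, from 75.3 ± 4.33 to 604.5 ± 105 at 3 d and from 91.2 ± 4.18 to 700.1 ± 76.4 at 5 d.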

The raw data sets (CEL) and the normalized expression data sets have been deposited in the Gene Expression Omnibus (GSE37161) at the National Center for Biotechnology Information [24] (http://www.ncbi.nlm.nih.gov/geo/).

**Figure 2:**
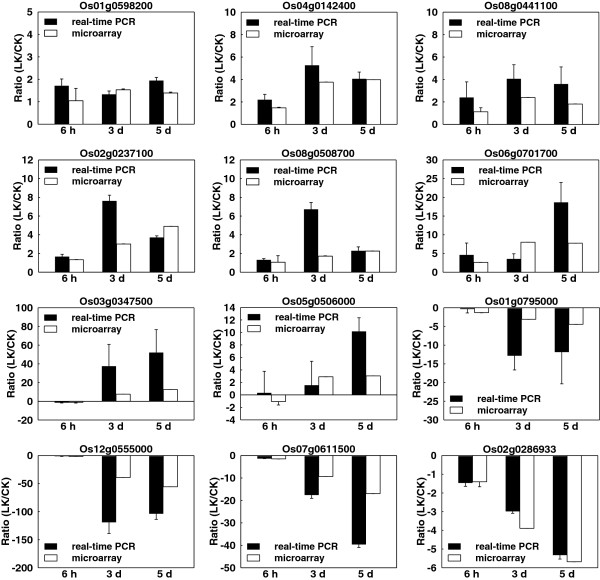
**Confirmation of transcriptomic profiles of selected genes by real-time PCR.** LK/CK ratios in microarray data of 12 tested genes compared with real-time PCR results. Sequences of gene-specific primers used for PCR are listed in Additional file 12.

The microarray results showed that approximately 25,000 genes showed positive signals in this data set. This represented approximately 44% of the probe sets on the rice genome array (Additional file 2). Among these expressed genes, we were more interested in those that showed transcriptional changes in response to low-K^+^ conditions. We analyzed these differentially expressed genes using DNA-Chip Analyzer (dChip) 2007 software [25] (http://www.dchip.org). This revealed genes whose expression levels in K^+^-starved seedlings were up-regulated or down-regulated more than 1.2-, 1.5-, 2.0-fold (*P*-value < 0.05) compared with control seedlings (see “Materials and Methods” for details). 

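OsPSY3, a phytoene synthase gene of carotenoid synthesis, rose in LK roots from 56.9 ± 7.85 to 203 ± 11.4 at 3 d (3.57-fold, adjusted p = 1.6e-07; mean ± SD, n = 3 arrays) and 2.20-fold at 5 d. LOGL3, of a family of cytokinin-activating enzymes, rose 2.96-fold and 5.02-fold (log2 fold change 2.36 ± 0.21 (SE) at 5 d), and OsEXPA31, an expansin gene for wall loosening, 3.22-fold and 3.96-fold. On the other side, CYP701A9, a cytochrome P450 gene of the ent-kaurene oxidase family, had fold changes of -2.32 at 3 d and -2.71 at 5 d. The urea transporter gene OsDUR3 and the sugar transporter gene OsSWEET2b had fold changes of -2.98 and -2.50 at 5 d. With limma and an adjusted p under 0.05, 7081 probe sets changed at 1 or more of the 3 times: 3511 were higher at some time and 3626 lower. With a ratio of mean signals and an unadjusted limma p under 0.05, 8432 probe sets passed 1.2-fold, 2083 passed 1.5-fold and 541 passed 2-fold at some time. Under the other settings these counts ran from 5484 to 11859, from 1297 to 4278 and from 331 to 1071. An unadjusted p does not correct for the 25165 tests made at each time.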

In total, 2,896, 1,166, and 356 genes showed changes in expression of more than 1.2-, 1.5-, and 2.0-fold, respectively (Additional file 3). Since there were fewer up- or down-regulated genes at the 1.5 or 2.0-fold cutoff thresholds, we used the 1.2-fold cutoff threshold for further analysis in order to contain more candidate genes involving in rice response to K^+^ deficiency.

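HIRL2, a hypersensitive-induced reaction-like gene, rose 2.04-fold in LK roots at 6 h, from 72.1 ± 8.08 to 146.9 ± 15.0 (mean ± SD, n = 3 arrays; adjusted p = 0.0019). The β-glucosidase gene Os4bglu16 went from 155 ± 20.1 to 81.7 ± 8.34, a fold change of -1.90 (adjusted p = 0.00075), and its second probe set had a fold change of -1.83. The chlorophyll-binding gene RCABP89, a mark of shoot or greening tissue, read 82.9 ± 26.2 in CK and 158.6 ± 22.8 in LK roots at 6 h, which did not pass the test (adjusted p = 0.088). In all, 133 probe sets changed at 6 h, 3588 at 3 d and 5853 at 5 d (limma, adjusted p under 0.05). The 6 h count was 70 without the signal filter and 27 with only the arrays compared. Leaving out replicate 2 or 3 of the CK roots at 6 h gave 67 each, and leaving out replicate 1, 2 or 3 of the LK roots gave 63, 42 and 36. The highest 6 h count with an array left out was 184, without replicate 1 of the CK roots at 3 d. With only the arrays compared, the 3 d count was 2075.

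**Figure D2:**
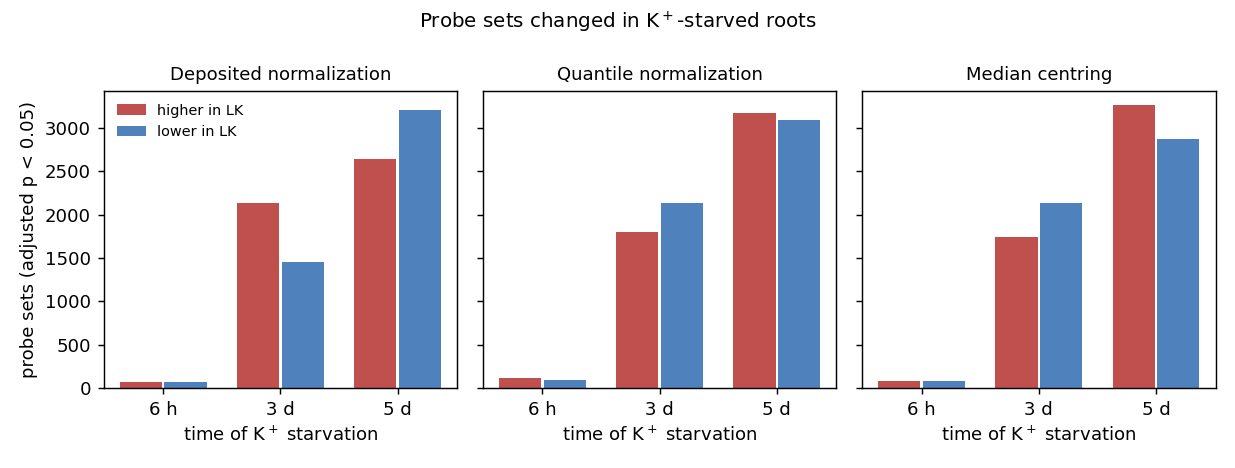
Probe sets higher and lower in LK than in CK roots at each time, 25165 tested, n = 3 arrays a group. The panels show the deposited normalization, quantile normalization and median centring. With the deposited normalization the bars of both directions add up to 133 at 6 h, 3588 at 3 d and 5853 at 5 d.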

The number genes showing changes in expression increased as the K^+^-starvation time increased from 6 h to 3 d to 5 d (Table 1). At the beginning of the K^+^-starvation period (6 h and 3 d), there were more up-regulated genes (100 at 6 h, 719 at 3 d) than down-regulated genes (64 at 6 h, 486 at 3 d) (Table 1). This result suggested that many K^+^-related genes were induced, and that these may be involved in the response and adaption to K^+^-deficiency during this period. However, at a later stage of K^+^-starvation (5 d), there were more down-regulated genes (1186) than up-regulated genes (1141) (Table 1). This indicated that the expression of many genes may have been restrained to slow the growth rate of rice, while others were activated to adapt to long-term K^+^-deficiency.

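OsTIP1;2, a gene for an aquaporin of the vacuolar membrane, fell in LK roots at 6 h, from 1169 ± 149 to 675 ± 64.3 (mean ± SD, n = 3 arrays; fold change of -1.73, adjusted p = 0.00059). At 3 d it rose from 887 ± 33.4 to 1473 ± 91.4 (1.66-fold, adjusted p = 3.7e-05). The difference between these effects was 1.52 ± 0.13 (SE) log2 units (interaction test, adjusted p = 2.1e-06). LAC24, a laccase gene, rose 1.53-fold at 6 h (adjusted p = 0.0067, and 0.051 with only the arrays compared). OsAPRL1, for a protein like adenosine phosphosulfate reductase, did not pass at 6 h (adjusted p = 0.92) and rose from 422 ± 43.5 to 1344 ± 31.8 at 3 d, 3.19-fold. By direction, 68 probe sets were higher and 65 lower in LK roots at 6 h, and 2140 were higher and 1448 lower at 3 d, shares higher of 51.1% and 59.6%. After quantile normalization 1799 probe sets were higher and 2135 lower at 3 d (45.7% higher), and with median centring 1737 were higher and 2134 lower (44.9%). Which direction holds more probe sets at 3 d depends on the scaling. At 6 h quantile normalization gave 112 higher and 87 lower, median centring 81 and 82, and leaving out replicate 1, 2 or 3 of the CK roots or replicate 2 of the LK roots 68 and 27, 28 and 39, 29 and 38, and 20 and 22. At 3 d, leaving out replicate 1 of the CK roots gave 1386 and 1335. With the 1.2-fold threshold and an unadjusted p, 649 probe sets were higher and 648 lower at 6 h, and 2811 were higher and 1826 lower at 3 d. The balance at 6 h turned with single arrays: 810 were higher and 545 lower without replicate 1 of the CK roots, 535 and 856 without replicate 3, and 477 and 803 without replicate 2 of the LK roots. After rescaling, the 3 d counts were 2122 and 2356 (quantile normalization) and 2099 and 2371 (median centring).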

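OsPIP2;1, a gene for an aquaporin of the plasma membrane, rose in LK roots at 5 d from 160.3 ± 9.70 to 379 ± 21.9 (2.36-fold, adjusted p = 5.7e-08; mean ± SD, n = 3 arrays). OsLOL4, of the LSD1-like zinc finger family, rose 3.11-fold (adjusted p = 7.5e-07). CYP76M7, a cytochrome P450 gene of diterpenoid synthesis, fell from 309 ± 32.9 to 122.5 ± 12.5, a fold change of -2.52 (adjusted p = 6.7e-08). OsVIT1.2, of a family of vacuolar iron transporters, had a fold change of -1.67 (adjusted p = 1.1e-07). OsrbcS, a gene of the small Rubisco subunit and a mark of shoot tissue, read 122 ± 12.2 in CK and 514 ± 285 in LK roots at 5 d (adjusted p = 0.010, 0.064 without the signal filter and 0.064 without replicate 2 of the LK roots at 5 d), with LK readings from 257 to 819.9. In all, 2643 probe sets were higher and 3210 lower at 5 d (45.2% higher). After quantile normalization 3173 were higher and 3095 lower (50.6%), and with median centring 3269 and 2870 (53.3%). The direction with more probe sets thus changes with the scaling. With the 1.2-fold threshold and an unadjusted p, 2739 were higher and 3336 lower (3003 and 2987 after quantile normalization, 3121 and 2862 with median centring).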

**Table 1:** **Numbers of differentially expressed genes (DEGs) in rice during K **^**+ **^**-deficiency. Up-regulated genes (Up) and down-regulated Genes (Down) at different LK-treatment times are shown **

**Gene Category**	**No. of Genes**	**Percentage of total DEGs**
Up-6 h	100	3.5
Up-3 d	719	24.8
Up-5 d	1,141	39.4
Down-6 h	64	2.2
Down-3 d	486	16.8
Down-5 d	1,186	41.0

Previous transcriptomic studies in *Arabidopsis* showed that only a few genes were transcriptionally regulated by K^+^ deficiency [9,15]. In contrast, phosphorus (P) and nitrogen (N) deprivation caused transcriptional changes in a vast number of genes in *Arabidopsis*[26,27]. We observed similar trends in rice seedlings. There were fewer genes showing transcriptional changes in the present study than in previous studies on rice seedlings subjected to P- and N-starvation [18-21]. These findings, together with previous data, indicate that post-translational regulation may be more important than transcriptional regulation in plant responses to low-K^+^ stress [9,16].

To investigate the similarities and differences among genes showing changes in transcription at different time points during the low-K^+^ treatment, we carried out a hierarchical cluster analysis and constructed a Venn diagram (Figure 3). The genes showing changes in expression at 3 and 5 d showed similar expression patterns, which were different from those of genes showing changes in expression at 6 h (Figure 3A). This suggested that the genes showing transcriptional changes at 6 h may represent those involved in short-term responses to K^+^ deficiency, whereas those involved in long-term responses may begin to be activated 3 days later. In addition, some genes showed transcriptional changes at all time points measured—these may have functions throughout the entire period of K^+^-starvation (Figure 3B, C).

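OsSWEET12 shows the contrast between times: its LK effect was larger at 3 d than at 6 h by 3.03 ± 0.25 (SE) log2 units (interaction test, adjusted p = 1.9e-06, n = 3 arrays a group). Its CK signals lie close to the array medians, so the size of this difference depends on background. HIRL2, by contrast, lost its early rise, with a difference of -1.33 ± 0.19 (SE) between 6 h and 3 d (adjusted p = 0.00064). A few genes moved differently at 3 d and 5 d: LOC4328788, without a gene name in the tables used, had a fold change of -1.78 at 3 d and rose 2.04-fold at 5 d. Over the 25165 probe sets, log2 fold changes at 3 d and 5 d correlated with Pearson's r = 0.72 (Spearman 0.62), those at 6 h and 3 d with 0.32 (0.34) and those at 6 h and 5 d with 0.20 (0.16), the last falling to r = 0.11 without replicate 3 of the LK roots at 6 h. Of the changed probe sets, 1295 were higher at 3 d and at 5 d (225 if independent) and 1058 lower at both (185 if independent). At 6 h and at 3 d, 39 were higher and 32 lower (5.78 and 3.74 if independent). The single fit gives a probe set the same SE at all times, so its calls are linked. The numbers for independent calls are therefore no test. The interaction test found 726 probe sets whose effect differs between 6 h and 3 d, 259 between 3 d and 5 d and 2557 between 6 h and 5 d. The CK signal of the clock gene OsCCA1 was 130 at 6 h, 780.5 at 3 d and 1220 at 5 d. The time of day at sampling may thus differ between the times. Length of K+ starvation and time of day therefore cannot be told apart in these comparisons between times. From patterns at 3 d and 5 d that resemble each other and differ from those at 6 h, the paper proposes that genes changed at 6 h may take part in short-term responses and that long-term responses may begin at 3 d. Without the signal filter r between 3 d and 5 d was 0.58, and 469 and 112 effects differed between 6 h and 3 d and between 3 d and 5 d. With only the arrays compared 453 differed between 6 h and 3 d. Leaving out replicate 2 or 3 of the CK roots at 3 d left 167 and 172 differences between 3 d and 5 d, replicate 1 or 2 of the CK roots at 5 d 147 and 168, and replicate 2 or 3 of the LK roots at 5 d 163 and 162. For 6 h and 3 d, leaving out replicate 2 or 3 of the CK roots at 6 h, or replicate 1, 2 or 3 of the LK roots at 6 h, left 17, 15, 23, 12 and 10 probe sets shared on the higher side. On the lower side, leaving out replicate 1 or 2 of the CK roots at 6 h, replicate 1, 2 or 3 of the LK roots at 6 h, or replicate 2 of the CK roots at 3 d left 15, 20, 15, 14, 8 and 20. The other way, 51 were shared on the higher and 42 on the lower side without replicate 1 of the CK roots at 3 d.

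**Figure D3:**
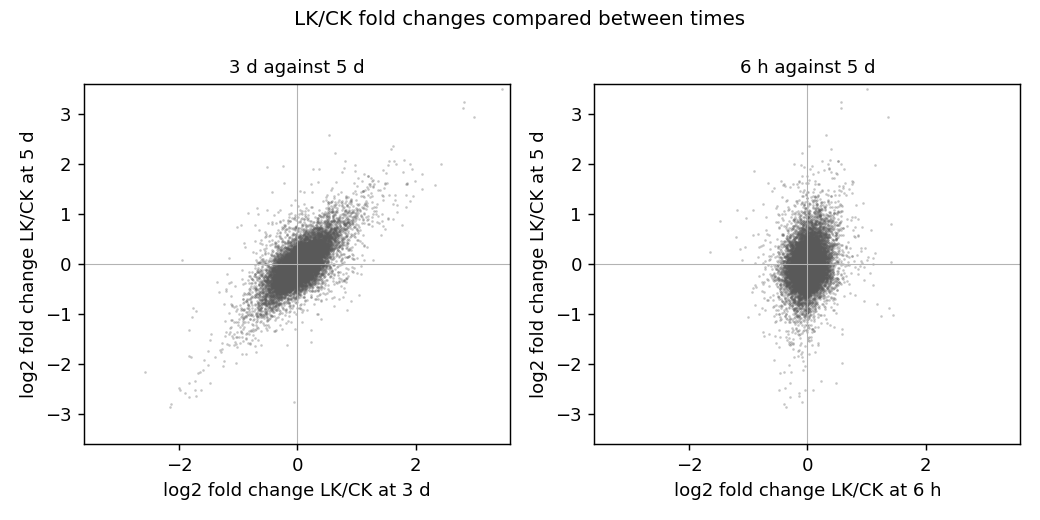
Log2 fold changes of LK against CK roots at 3 d against 5 d (r = 0.72) and at 6 h against 5 d (r = 0.20) for 25165 probe sets, of which 4 lie outside the axes at ±3.6.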

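LOC4344351, a gene without a name in the tables used, rose in LK roots at every time: 2.02-fold at 6 h, from 109 ± 5.08 to 219.9 ± 26.1 (mean ± SD, n = 3 arrays; adjusted p = 0.00014), 11.1-fold at 3 d and 11.3-fold at 5 d. Os4bglu16, a β-glucosidase gene, was lower at every time, with fold changes of -1.45 at 3 d (adjusted p = 0.0030) and -1.40 at 5 d (adjusted p = 0.0042) after its early fall. The HKT transporter gene OsHKT2;1 and the K+ transporter gene OsHAK1 were higher at all 3 times. In total 30 probe sets were higher and 21 lower at all 3 times with limma and an adjusted p under 0.05, where independent calls would give 0.607 and 0.477. The times share the fit and the SE of each probe set, so their calls are linked and the numbers for independent calls are no test. These sets hold 44.1% of the probe sets higher and 32.3% of those lower at 6 h, the time with the fewest changes. The counts were repeated under the other settings after they had been seen. They were 13 and 9 without the signal filter, 53 and 34 after quantile normalization and 7 and 4 with only the arrays compared; 32 were lower with median centring and 13 without an intensity trend. Without replicate 2 or 3 of the CK roots at 6 h 14 and 12 were higher, and without replicate 1 or 2 of these roots 9 and 13 lower. Without replicate 1, 2 or 3 of the LK roots at 6 h the counts were 18 and 10, 11 and 9, and 8 and 6. Without replicate 2 of the CK roots at 3 d 13 were lower.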

**Figure 3:**
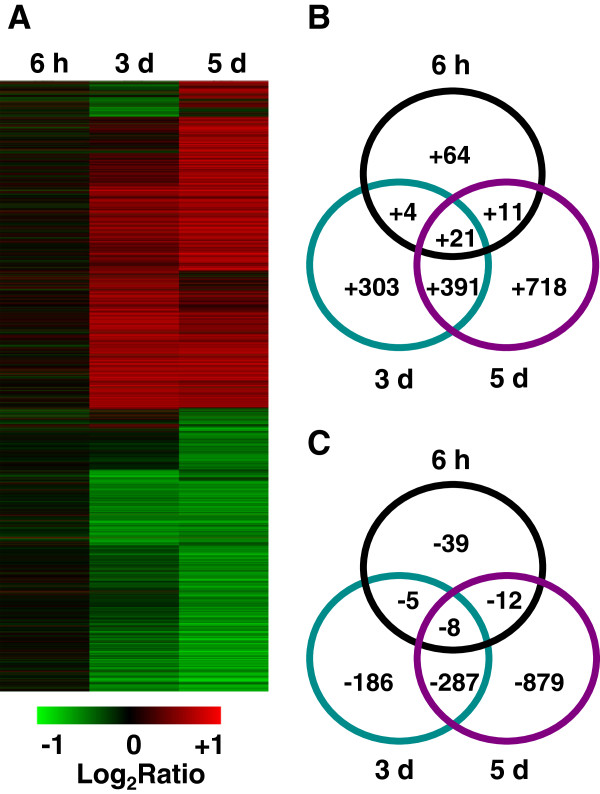
**Hierarchical cluster analysis and Venn diagrams of rice genes showing transcriptional changes in response to K**^**+ **^**deficiency.** (**A**) Hierarchical cluster analysis of genes showing transcriptional changes at indicated times (6 h, 3 d and 5 d) during K^+^ deficiency. (**B**, **C**) Venn diagrams of up- (**B**) and down- (**C**) regulated genes at different LK-treated times. The genes up-regulated at least at one time point were selected for the analysis in (**B**). Meanwhile, the genes down-regulated at least at one time point were selected for the analysis in (**C**).

### Gene ontology analysis of differentially expressed genes in the rice response to K^+^ deficiency

To evaluate the potential functions of these differentially expressed genes in the response to K^+^ deficiency, Gene Ontology (GO) analysis was performed using the AgriGO online service [28] (http://bioinfo.cau.edu.cn/agriGO). The 2,896 differentially expressed genes were classified into 13 functional categories including metabolic process (18.8%), membrane (13.5%), cation binding (7.7%), kinase activity (4.2%), transport (3.8%), protein modification (3.7%), and response to stress (3.1%), as shown in Figure 4. Most of these processes were considered to be closely related to the response to K^+^-deficiency. Further analysis showed that in most of the GO categories, there were far more up-regulated than down-regulated genes at the 6-h and 3-d time points (Additional file 4), but more down-regulated than up-regulated genes at the 5-d time point (Additional file 4). The results of GO analysis may provide some clues to understand the transcriptomic profiles of genes involved in rice responses to K^+^ deficiency.

**Figure 4:**
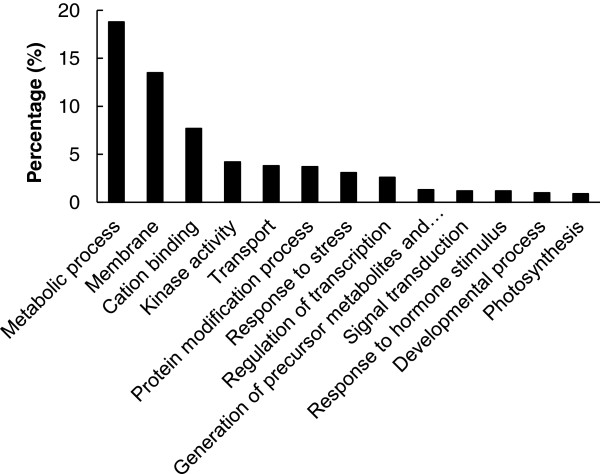
**Functional category distribution of rice genes showing transcriptional changes in response to K**^**+**^**deficiency.** AgriGO web-based tool was used to analyze GO categories of genes showing changes in transcription levels. Percentages of genes showing transcriptional changes in 13 main biological categories are shown.

### Metabolic enzymes

Further analysis of differentially expressed genes in the metabolic process category indicated that approximately 37% were related to nitrogen metabolism, 17% to phosphorus metabolism, and 15% to carbohydrate metabolism, together accounting for approximately 70% of genes in this category (Figure 5A). Many metabolic enzymes require K^+^ ions as a cofactor [29]; therefore, a decrease in cytosolic K^+^ concentration may influence metabolic processes. A previous study reported that transcriptional regulation of metabolic enzymes may be very important in adaptation to K^+^ deficiency in *Arabidopsis*[30].

**Figure 5:**
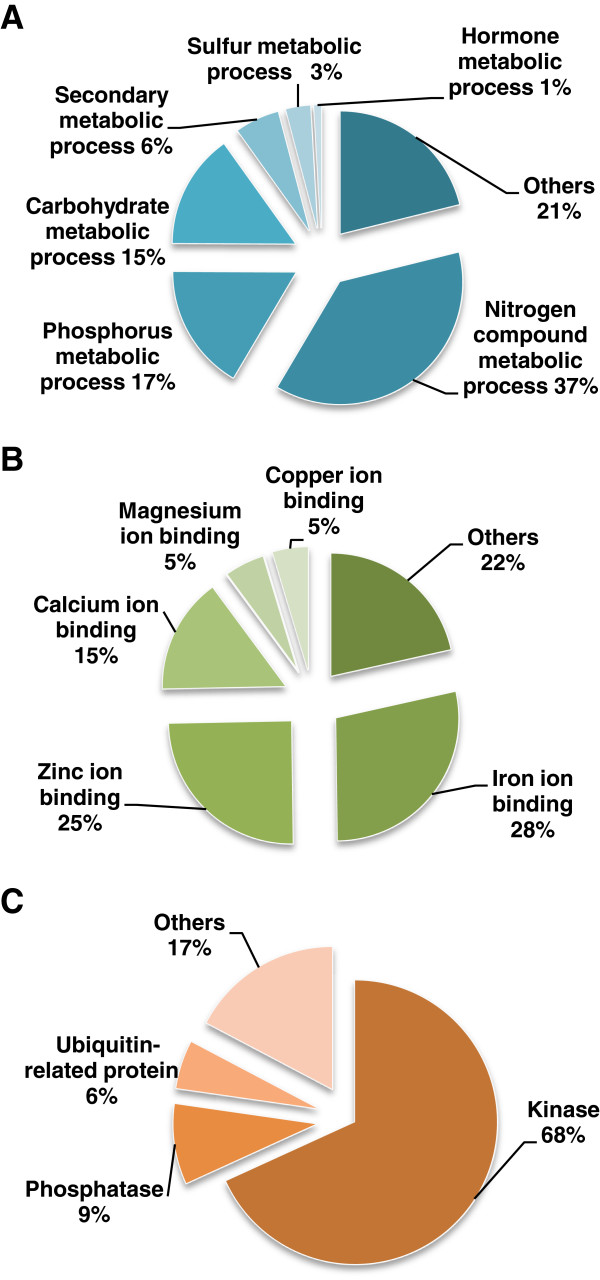
**Functional classification of genes showing transcriptional changes in three main categories.** Detailed classification of genes showing transcriptional changes in the categories of metabolism process (**A**), cation binding (**B**), and protein modification process (**C**) were analyzed using AgriGO web service.

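OsNIA1, a gene for nitrate reductase, the enzyme that opens nitrate assimilation, fell in LK roots at 5 d from 1056 ± 12.2 to 521 ± 34.0 (mean ± SD, n = 3 arrays), a fold change of -2.03 (log2 fold change -1.02 ± 0.07 (SE), adjusted p = 9.8e-09). At 3 d its fold change was -1.15 (adjusted p = 0.049, lost in 17 of 26 other settings with adjusted p up to 0.22). The effect at 5 d was lower than that at 3 d by 0.82 ± 0.09 (SE) log2 units (interaction test, adjusted p = 0.00028). OsGLN2, a glutamine synthetase gene, had a fold change of -1.41 at 5 d, Fd-GOGAT, a glutamate synthase gene, had -1.20, and OsGDH2, a glutamate dehydrogenase gene, rose 1.63-fold. As a list, 9 genes of nitrate and ammonium assimilation were shifted up at 6 h (camera, adjusted p = 0.0038, and adjusted p = 0.25 with an estimated correlation), with 1 gene higher and 0 lower (2 and 0 adjusted over the list alone). At 3 d the list was shifted down (adjusted p = 0.033, and adjusted p = 0.31 with an estimated correlation), with 1 gene higher and 3 lower (1 and 6 adjusted over the list alone). At 5 d the list was not called (camera, adjusted p = 0.18), with 1 gene higher and 4 lower (the same adjusted over the list alone). The list holds genes of plastid enzymes, and the photosynthesis genes, marks of shoot or greening tissue, were also shifted up at 6 h (adjusted p = 0.0028, and adjusted p = 0.46 with an estimated correlation; 0 of 6 called, and 3 higher and 0 lower adjusted over the list alone). The 3 d call was lost after quantile normalization (adjusted p = 0.052), with median centring (0.062), without replicate 1 of the CK roots at 3 d (0.082) and without replicate 3 of the LK roots at 3 d (0.050). The tables used do not tie OsNIA1 to a locus number of the study.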

In this study, the expression levels of two nitrate reductase (*NR*) genes (Os08g0468100 and Os08g0468700) decreased at a late stage (5 d) of K^+^ deficiency. Some protein kinases and phospholipases that play roles in phosphorus-related metabolic processes were also transcriptionally regulated. Two *PEPCK* (phosphoenolpyruvate carboxykinase) genes (Os10g0204400 and Os01g0208700) were significantly down-regulated at the 5 d time point.

Many metabolites in *Arabidopsis* roots, such as pyruvate, malic acid, and nitrate, significantly decreased when plants were subjected to low-K^+^ stress [30]. However, 24 h after resupply of K^+^ in the growth medium, the concentrations of most of these metabolites had recovered [30]. Changes in the cellular concentrations of metabolites may result from K^+^-induced transcriptional changes in genes encoding metabolic enzymes. Consequently, changes in the K^+^ supply level would affect their transcription levels. Taken together, these results suggested that long-term K^+^ deficiency may affect the regulation of metabolic processes, leading to depressed cellular activities and a slower plant growth rate to enable the plant to survive in nutrient-limited conditions.

### Cation binding proteins

The differentially expressed genes in the cation binding category mainly encoded proteins that bind iron, zinc, and calcium ions (Figure 5B). We found that approximately one-third of the iron-binding protein genes encoded peroxidases (POXs), which are heme-containing proteins in plant cells [31]. POXs play crucial roles in scavenging reactive oxygen species (ROS) during the processes of cellular metabolism and abiotic stresses [32,33]. Previous research indicated that accumulation of ROS in plant roots is an early response to K^+^ deficiency [34,35], and that many peroxidase genes related to ROS signaling are induced under low-K^+^ conditions [15,34]. In the present data, 21 peroxidase genes showed changes in transcription under low-K^+^ conditions in rice (8 up-regulated and 13 down-regulated). This confirmed the relationship between peroxidases and low-K^+^ signal sensing in rice. These transcriptional regulated peroxidase genes are classified into six subgroups [36], and listed in Additional file 5.

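OsPrx98 belongs to the class III peroxidases, secreted enzymes that use and form reactive oxygen: its signal went from 261 ± 18.7 to 404 ± 12.0 at 3 d (1.55-fold). At 5 d it went from 239 ± 20.7 to 539.6 ± 36.6 (2.25-fold, adjusted p = 1.6e-08; mean ± SD, n = 3 arrays). OsPrx90 rose 1.42-fold and 1.37-fold on its main probe set and 1.72-fold and 1.77-fold on another. OsPrx46 and OsPrx117 rose 1.28-fold and 1.32-fold at 5 d. OsPrx13 fell at 5 d from 141 ± 40.1 to 35.4 ± 5.96, a fold change of -3.99 (adjusted p = 3.2e-05). OsPrx30 had fold changes of -2.03 at 3 d and -2.54 at 5 d, OsPrx81 of -1.98 and -2.32, OsPrx118 of -1.51 and -1.92, and OsPrx131 of -2.30 at 3 d. Of the 21 peroxidase genes, 7 were higher and 11 lower at 3 d (8 and 13 adjusted over the list alone), and 6 higher and 13 lower at 5 d (7 and 13 adjusted over the list alone), with limma and an adjusted p under 0.05. At 6 h 0 passed (0 higher and 1 lower adjusted over the list alone), with 3 higher and 3 lower at an unadjusted p under 0.05. The study chose the genes from the same arrays, so the counts are not independent evidence of direction. Other probe sets of OsPrx118 (adjusted p = 0.16 at 3 d and 0.17 at 5 d), OsPrx112 (0.27 and 0.57) and OsPrx51 (0.84 and 0.42) did not pass.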

We also identified nine calcium sensor protein genes showing changes in expression levels during K^+^ starvation; five were up-regulated (*OsCBL5*, *OsCML1*, *OsCML18*, *OsCML20*, *OsCML31*) and four were down-regulated (*OsCML5*, *OsCML11*, *OsCPK9, OsCCaMK1*) (Additional file 5). 

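OsCBL5, of the calcineurin B-like calcium sensors, rose from 129 ± 25.7 to 198.4 ± 7.21 at 3 d (1.54-fold, adjusted p = 0.0013; mean ± SD, n = 3 arrays) and 1.40-fold at 5 d (adjusted p = 0.0066). The calmodulin-like gene OsCML5 fell at 5 d from 283 ± 75.9 to 137 ± 7.72, a fold change of -2.06 (adjusted p = 0.00087), and OsCML11, of the same family, had a fold change of -1.45 (adjusted p = 0.00062). OsCPK9, a calcium-dependent protein kinase gene, had fold changes of -1.48 at 3 d and -1.63 at 5 d. OsCCaMK1, for a kinase that binds calcium and calmodulin, had -1.27 and -1.71 (at 3 d adjusted p = 0.016, and 0.064 without replicate 2 of the LK roots at 3 d). The calmodulin-like genes OsCML1 (1.36-fold) and OsCML31 (1.43-fold) were higher at 3 d, and OsCML18 (1.29-fold) and OsCML20 (1.46-fold) at 5 d. These calls were lost in 3, 10, 7 and 5 of 26 other settings. Of the 9 sensor genes, 3 were higher and 3 lower at 3 d (4 and 4 adjusted over the list alone), and 3 higher and 4 lower at 5 d (5 and 4 adjusted over the list alone). At 6 h limma called 0 of them (0 higher and 1 lower adjusted over the list alone, and 0 and 1 at an unadjusted p under 0.05). Since the study chose them from these arrays, they are not independent evidence of direction. A second probe set of OsCCaMK1 did not pass (adjusted p = 0.25 at 3 d and 0.61 at 5 d).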

Previously, Ca^2+^-binding proteins were reported as being important K^+^-responsive genes in *Arabidopsis*[15]. Here, we also identified Ca^2+^ sensor proteins in rice, which indicated these proteins may connect Ca^2+^ signaling and down-stream target proteins in the plant response to K^+^ deficiency.

### Kinases and protein modification

In the protein modification category, most genes were identified as kinases (68%) and phosphatases (9%) (Figure 5C). This result suggested that phosphorylation and dephosphorylation may be very important regulatory mechanisms in the rice responses to K^+^ deficiency. Previous investigations showed that many protein kinases modulated ion transport processes in living cells by regulating the activity of the corresponding ion transporters under ionic stress. This regulatory mechanism is found in both plant and mammalian cells [37-39]. The results of GO analysis in the present study showed that many genes in the kinase and protein modification categories were transcriptionally regulated by K^+^ starvation (Figure 4). The kinases encoded by these genes may be involved in regulating K^+^ uptake and K^+^ homeostasis in rice under K^+^ deficiency.

According to the Rice Kinase Database [40] (http://phylomics.ucdavis.edu/kinase/index.shtml), there are 1,467 kinase genes corresponding to 1,934 transcripts in the rice genome. These protein kinases can be divided into six major phylogenetic groups; AGC, CAMK, GMGC, CK1, STE, and TKL [40]. In the present study, 123 kinase genes from five groups (all groups except CK1) were transcriptionally regulated by K^+^ deficiency. This represents 8.4% of the total kinase genes in rice. Among them, most changed kinase genes belong to TKL group (Figure 6A). TKL group mainly consists of receptor-like protein kinases. Many of them have been reported to play crucial roles in plant response to various external signals [41]. For example, the leucine-rich repeat (LRR) receptor-like protein kinases BRI1 and BAK1 are involved in brassinosteroid signal transduction in *Arabidopsis*[42,43]. In addition, RPK1 participates in ABA signaling pathway [44]. Therefore, we hypothesized that the transcriptionally changed genes in TKL group may be also involved in rice response to low-K^+^ stress. These proteins possibly sense external low-K^+^ signal and transduce it to downstream components via phosphorylation.

**Figure 6:**
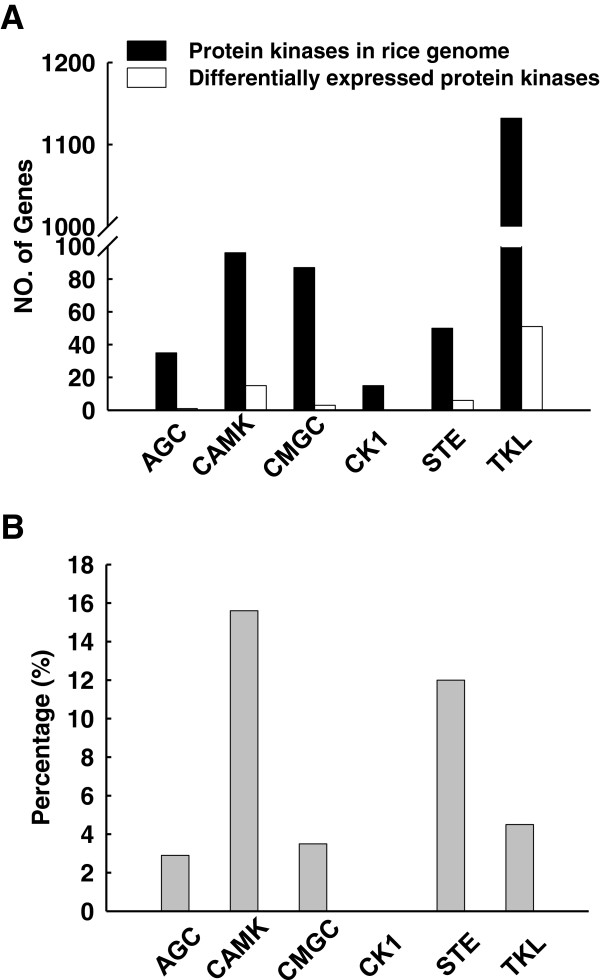
**Classification of protein kinase genes showing transcriptional changes in response to K**^**+**^**deficiency.** (**A**) Numbers of genes in different rice kinase groups showing transcriptional changes. (**B**) Percentages of genes showing transcriptional changes in different kinase groups.

We also analyzed the percentages of kinase genes showing changes in transcription in each kinase group. A greater proportion of the kinases in the CAMK and STE groups (15.6% and 12%, respectively) showed changes in transcription compared with the other three groups (Figure 6B). This result indicated that kinases in these two groups may be more important in rice responses to K^+^ deficiency. In the CAMK group, the genes showing changes in transcription included ten *OsCIPK*s, two *OsSnRK1*-type, two *OsCPK*s, and one *OsCCaMK* (Table 2). 

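OsCIPK14 and OsCIPK29, genes for kinases that work with calcineurin B-like calcium sensors, moved apart at 5 d. OsCIPK14 rose from 1583 ± 49.7 to 2316 ± 60.7 (1.46-fold, log2 fold change 0.55 ± 0.06 (SE), adjusted p = 4.3e-06; signals as mean ± SD, n = 3 arrays), more than at 3 d (difference 0.40 ± 0.09 (SE) log2 units, interaction test, adjusted p = 0.027). The study gives OsCIPK14 and OsCIPK15 the same fold, so the signal need not come from OsCIPK14 alone. OsCIPK29 went from 630.1 ± 78.0 to 366 ± 67.8, a fold change of -1.72 (adjusted p = 0.00017), and did not pass the test at 3 d (adjusted p = 0.10). Of 10 genes of the CAMK group that pair with a probe set, 3 were higher and 4 lower at 3 d (4 and 5 adjusted over the list alone), and 6 higher and 4 lower at 5 d (the same counts adjusted over the list alone). At 6 h limma called 0 of the 10 (3 higher and 1 lower adjusted over the list alone, and 4 and 1 at an unadjusted p under 0.05). The study selected the group on these arrays, so the counts are not independent evidence of direction.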

In the STE group, four OsWNK protein genes and two MAP3K kinase genes showed transcriptional changes (Table 2). In our microarray data, many kinase genes from *OsCIPK* (CBL-interacting protein kinase) and *OsWNK* (with no K = lysine) families were transcriptionally regulated in rice seedlings subjected to K^+^ deficiency (Additional file 6, 7).

**Table 2:** **Genes encoding protein kinases and ion transporters showing changes in expression in rice subjected to K **^**+ **^**-deficiency **

**Groups**	**Gene Locus**	**Fold Change**			**Annotation**
		**6 h**	**3 d**	**5 d**	
CAMK kinase	Os08g0441100		2.39	1.82	OsCIPK6
	Os07g0150700		1.59	1.55	OsCIPK23
	Os03g0126800		1.42	1.54	OsCIPK9
	Os11g0113700			1.46	OsCIPK15
	Os12g0113500			1.46	OsCIPK14
	Os07g0678600	1.20	1.45	1.21	OsCIPK2
	Os02g0161000			1.28	OsCIPK26
	Os03g0319400		−1.33	−2.05	OsCIPK31
	Os07g0678300		−1.24	−1.72	OsCIPK29
	Os03g0339900		−1.21	1.27	OsCIPK10
	Os03g0289100		1.23		AMPKh.2-SnRK1-type kinase
	Os08g0484600		1.23		AMPKh.4-SnRK1-type kinase
	Os05g0489900	−1.26	−1.27	−1.71	OsCCaMK
	Os03g0688300		−1.48	−1.63	OsCPK9
	Os12g0169800			−1.31	OsCPK28
STE kinase	Os11g0114600	1.44	1.92	2.23	OsWNK7
	Os07g0584100		1.57	2.03	OsWNK5
	Os12g0114100	1.32	1.57	1.65	OsWNK8
	Os12g0162100		−1.27	−1.36	OsWNK9
	Os01g0699100		1.38	1.96	MAP3K.4
	Os05g0545400		1.67	1.60	MAP3K.19
K^+^ channels	Os05g0428700	1.20	1.78	1.65	K^+^ channel AKT2/3 – OsK3.1
	Os03g0752300		1.47	1.45	OsKCO1
	Os04g0445000		1.31	1.41	K^+^ channel SKOR - OsK5.1
	Os01g0648000	1.23			OsAKT1
HKT transporter	Os06g0701700	2.61	8.01	7.74	OsHKT2;1
HAK transporter	Os04g0401700	1.21	1.27	1.32	OsHAK1
	Os04g0613900		1.20	1.62	OsHAK11
	Os07g0669700		1.32	1.37	OsHAK7
	Os07g0679000		−1.23	1.22	OsHAK9
	Os06g0270200	−1.25	−1.41	−2.16	OsHAK24
	Os03g0337500		−1.24	−1.23	OsHAK8
	Os09g0376900			−1.21	OsHAK23
Pi transporter	Os01g0110100		1.51	2.06	OsPHO1;1
	Os04g0186400		2.29	3.35	OsPHT1;4
Nitrate transporter	Os02g0112600		−3.25	−6.10	A nitrate transporter
	Os02g0689900		−2.01	−3.16	Peptide transporter PTR2

CIPKs are plant-specific serine/threonine protein kinases that form protein complexes with calcium sensor CBLs (calcineurin B-like proteins) to perform functions [45,46]. A previous investigation in *Arabidopsis* showed that the protein kinase CIPK23 together with CBL1/9 activates AKT1-mediated K^+^ uptake in roots under low-K^+^ conditions [47,48]. Another recent study found that CIPK6 modulates the translocation of the K^+^ channel, AKT2, to the plasma membrane by interacting with CBL4, and enhances AKT2 activity at the plasma membrane [49]. Rice OsCIPKs show high similarity to *Arabidopsis* CIPKs in their amino acid sequence; therefore, similar regulatory mechanisms may also exist in rice. According to the sequences of *AtCIPKs* in *Arabidopsis*, Kolukisaoglu et al. (2004) identified at least 30 OsCIPKs from rice genome [50]. In NCBI and RGAP database, we can find 33 OsCIPKs in the updated annotations. In Affymetrix rice microarray, these 33 *OsCIPKs* genes are represented by 31 probe sets. Approximately one-third of *OsCIPKs* showed high expression levels in rice roots (average signal intensity values ≥ 500). 

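OsCIPK2, with a mean signal of 2140 over the 18 arrays, OsCIPK23 with 2107 and OsCIPK14 with 1666.5 had the highest signals of the 24 genes found by name in the calcium-sensor-linked CIPK kinase family. OsCIPK07 (993), OsCIPK01 (888), OsCIPK10 (747.7) and OsCIPK29 (552) also had a mean of 500 or more. That makes 7 of these 24 genes, or 29.2%, and their median gene had a mean signal of 217. Members that the tables do not pair with a probe set by name, such as OsCIPK9, are not counted, and the signal of OsCIPK14 may be shared with OsCIPK15. Signals of different probe sets depend on probe affinity as well as on transcript level, and each gene is taken at its strongest probe set.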

In the present data, eight *OsCIPK* genes (*OsCIPK2, 6, 9, 10, 14/15, 23, 26*) were up-regulated and two *OsCIPK* genes (*OsCIPK29, 31*) were down-regulated under low-K^+^ stress (Table 2, Additional file 6). 

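OsCIPK6 rose 2.39-fold at 3 d (adjusted p = 6.3e-07) and 1.82-fold at 5 d (adjusted p = 1.8e-05, n = 3 arrays a group). It did not pass at 6 h (adjusted p = 0.76). OsCIPK23, the kinase known to act on the AKT1 channel, rose 1.59-fold at 3 d, from 1692 ± 128 to 2697 ± 109, and 1.55-fold at 5 d, from 1836 ± 40.1 to 2839 ± 98.3 (mean ± SD). OsCIPK2 rose 1.45-fold and 1.21-fold, and OsCIPK26 1.28-fold at 5 d (adjusted p = 0.0033); both belong to the same kinase family. OsCIPK31, another member, fell at 5 d from 138 ± 11.8 to 67.3 ± 3.92, a fold change of -2.05 (adjusted p = 5.2e-06). OsCIPK10 was lower at 3 d (fold change of -1.21, adjusted p = 0.030, lost in 7 of 26 other settings) and higher at 5 d (1.27-fold, adjusted p = 0.0047), a difference of 0.62 ± 0.11 (SE) log2 units (interaction test, adjusted p = 0.011). As a list fixed before these comparisons, 22 CIPK genes were shifted up at 6 h (camera, adjusted p = 0.017, and adjusted p = 0.46 with an estimated correlation), although limma called 0 of them (5 higher and 0 lower adjusted over the list alone; 6 and 1 at an unadjusted p under 0.05). The list was not called at 3 d (camera, adjusted p = 0.18), with 5 higher and 3 lower (9 and 4 adjusted over the list alone). Nor was it called at 5 d (adjusted p = 0.18), with 6 higher and 4 lower (9 and 5 adjusted over the list alone). The 6 h shift was lost without replicate 2 of the CK roots at 6 h (adjusted p = 0.19) and without replicate 1 or 2 of the LK roots at 6 h (0.072 and 0.052). The paper's results on CIPK genes from these arrays were known when the list was fixed, so its tests are not independent of them. A second probe set of OsCIPK23 did not pass (adjusted p = 0.40 at 3 d and 0.37 at 5 d), nor did another of OsCIPK10 at 5 d (0.81).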

Increased expressions of these kinase genes may regulate activity of the K^+^ channel, enhancing K^+^ uptake under K^+^-deficient conditions.

WNK is another kind of serine/threonine protein kinase, which was first investigated in mammals [51]. The WNKs in mammals function in renal regulation of ion transport, especially in Na^+^ and K^+^ transport [39,52]. In higher plants, WNK homologs were identified in several plant species such as *Arabidopsis* (10 genes) and rice (9 genes) [53-55]. A recent report showed that AtWNK8 could phosphorylate the subunit of vacuolar H^+^-ATPase and regulate ion transport in *Arabidopsis*[56]. In rice, OsWNK1 is regulated by abiotic stress and plays a role in the internal circadian rhythm [55]. 

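OsWNK9, with a mean signal of 1622 over the 18 arrays, was the strongest of the WNK kinase genes, a family of protein kinases without the usual catalytic lysine. OsWNK5 (668), OsWNK4 (623) and OsWNK1 (584) came next, so that 4 of 9 genes, or 44.4%, had a mean signal of 500 or more at their strongest probe set. The median gene of the family had a mean signal of 431. Signals of different probe sets also depend on probe affinity, so the order need not be that of the transcripts.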

In our microarray experiments, five *OsWNKs* were strongly expressed in rice roots (average signal intensity values ≥ 500). In addition, *OsWNK5, 7, 8* were up-regulated and *OsWNK9* was down-regulated under low-K^+^ conditions (Table 2, Additional file 7).

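OsWNK7 rose in LK roots from 294 ± 14.8 to 564 ± 54.8 at 3 d (1.92-fold) and from 328.5 ± 16.8 to 732 ± 91.5 at 5 d (2.23-fold, adjusted p = 3.0e-07; mean ± SD, n = 3 arrays). OsWNK5, of the same family of protein kinases, rose 1.57-fold at 3 d and from 471 ± 68.8 to 959 ± 26.8 at 5 d (2.03-fold, adjusted p = 1.8e-07). Its family member OsWNK8 rose 1.57-fold (adjusted p = 0.00075) and 1.65-fold. OsWNK9, another member, went from 1768 ± 47.6 to 1393 ± 62.5 at 3 d and from 2087 ± 66.9 to 1532 ± 26.8 at 5 d, fold changes of -1.27 and -1.36. The effect at 5 d was larger than at 6 h by 0.61 ± 0.14 (SE) log2 units for OsWNK7 (interaction test, adjusted p = 0.0096) and by 0.82 ± 0.12 for OsWNK5 (adjusted p = 0.00031). At 6 h OsWNK7 was already 1.44-fold higher (adjusted p = 0.019, lost in 8 of 26 other settings). The 9 WNK genes as a list were shifted up at 6 h (camera, adjusted p = 0.015, and adjusted p = 0.31 with an estimated correlation), with 1 gene higher and 0 lower (4 and 1 adjusted over the list alone). Without replicate 1 of the LK roots at 6 h the list gave adjusted p = 0.057. The list was not called at 3 d (camera, adjusted p = 0.51) or at 5 d (0.18). At each of these times 3 genes were higher and 1 lower (4 and 1 adjusted over the list alone). The 4 WNK genes that the study places in the STE group, selected on these arrays and so not independent evidence of direction, were 3 higher and 1 lower at 3 d and at 5 d (the same adjusted over the list alone). Another probe set of OsWNK9 did not pass at 3 d (adjusted p = 0.49).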

Some kinases from these two families phosphorylate ion transporters and regulate ion transport in plant cells. It is likely that the expression levels of these kinase genes increased in rice seedlings under low-K^+^ conditions to regulate ion transporters, thereby enhancing transporter-mediated K^+^-uptake in rice roots.

### Membrane proteins and ion transporters

Uptake of K^+^ in plant cells is primarily mediated by K^+^ transporters and K^+^ channels located at the plasma membrane [57-59]. K^+^ transporters are major components of the high-affinity K^+^-uptake machinery that operates under low external K^+^ conditions [5,60,61]. Many high-affinity K^+^ transporter genes from different plant species are induced by low-K^+^ stress, such as *AtHAK5*, *HvHAK1*, and *OsHAK1*[8-12]. The increase in expression levels of genes encoding K^+^ transporters may be a rapid and direct strategy for plants to increase K^+^-uptake and overcome K^+^ deficiency. This appears to be a common regulatory mechanism among different plant species.

In the rice genome, the major K^+^ transporters are derived from *OsHAK* (27 genes) and *OsHKT* (9 genes) families [62,63]. In our microarray data, three *OsHAK* genes (*1*, *7* and *11*) were markedly up-regulated under low-K^+^ stress (Table 2, Additional file 8). This is consistent with a previous report that K^+^ starvation induced expression of *OsHAK1*[12]. 

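OsHAK1, the gene of a high-affinity K+ transporter, rose at every time in LK roots, 1.17-fold at 6 h, 1.22-fold at 3 d (adjusted p = 9.9e-05) and 1.25-fold at 5 d, where it went from 2187 ± 50.7 to 2743 ± 109 (adjusted p = 1.2e-05; mean ± SD, n = 3 arrays). OsHAK7, of the same transporter family, rose from 1347 ± 11.6 to 1777 ± 140 at 3 d (1.32-fold, adjusted p = 0.00039) and 1.37-fold at 5 d. OsHAK11, another member of the family, rose at 5 d from 190.1 ± 15.6 to 309 ± 12.4 (1.62-fold, log2 fold change 0.70 ± 0.11 (SE), adjusted p = 0.00018) and did not pass at 3 d (adjusted p = 0.12). Its effect at 5 d was larger than at 6 h by 0.70 ± 0.16 (SE) log2 units (interaction test, adjusted p = 0.0077). Of 15 HAK/KUP genes, 2 were higher and 2 lower at 3 d, and 3 higher and 3 lower at 5 d (2 and 3, and 4 and 3 adjusted over the list alone). Those lower at 5 d were OsHAK16 (fold change of -1.31), OsHAK23 (-1.21) and OsHAK25 (-1.16). The list was not called at 6 h, 3 d or 5 d (camera, adjusted p = 0.71, 0.79 and 0.60). Among related genes, the K+ channel gene OsKCO1 rose 1.37-fold at 3 d and 1.45-fold at 5 d, while OsHAK9 passed at neither time (adjusted p = 0.057 and 0.052). Other K+ channel genes went the other way. OsKCO2 was lower at 3 d (fold change of -1.33, adjusted p = 0.014). OsAKT1 was lower at 5 d (fold change of -1.15, adjusted p = 0.048, lost in 19 of 26 other settings). The 6 h call of OsHAK1 (adjusted p = 0.014) was lost in 6 of 26 other settings, such as only the arrays compared (0.16), without replicate 2 or 3 of the CK roots at 6 h (0.055 each) and without replicate 2 or 3 of the LK roots at 6 h (0.067 and 0.053). A second probe set of OsHAK7 gave adjusted p = 0.045 at 3 d and 0.055 at 5 d.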

We speculated that these K^+^ transporters may be involved in K^+^ uptake under low-K^+^ conditions.

For the *OsHKT* genes, all members of the *OsHKT* family were expressed at low levels in rice roots (Additional file 8). 

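OsHKT1;5, a Na+ transporter gene and the only member that the gene names of the tables place in the HKT family, had a mean signal of 56.7 over the 18 arrays. OsHKT2;1, found through the probe set named in the study, had a mean signal of 277.5, above 83.2% of the probe sets on the array. Both values average CK and LK roots over the 3 times, and a signal reflects probe affinity as well as transcript level.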

Only *OsHKT2;1* was strongly up-regulated during K^+^ deficiency (Table 2). This result is consistent with reports that homologs of *OsHKT2;1* in wheat and barley were significantly induced under low-K^+^ conditions [64,65]. It is interesting that this gene product was reported as a Na^+^ transporter, not a K^+^ transporter, when identified in heterologous expression systems [65,66]. 

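OsHKT2;1, of the HKT transporter family, rose 2.58-fold at 6 h (log2 fold change 1.36 ± 0.11 (SE), adjusted p = 1.6e-05), 8.03-fold at 3 d and 7.68-fold at 5 d (adjusted p = 1.1e-11, n = 3 arrays a group). Its effect was larger than at 6 h by 1.63 ± 0.16 (SE) log2 units at 3 d (interaction test, adjusted p = 9.3e-06) and by 1.57 log2 units at 5 d (adjusted p = 5.5e-06). The calls at the 3 times held in all 26 other settings; the interaction tests of single genes were not repeated under them. OsHKT1;5, a Na+ transporter gene of the same family, was lower in LK roots at 3 d (fold change of -1.64, adjusted p = 0.0095) and at 5 d (fold change of -1.38, adjusted p = 0.049).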

In K^+^-starved rice roots, OsHKT2;1 increased the concentration of Na^+^ ions, so that these Na^+^ ions could serve as nutritional ions and enhance growth of rice seedlings under low-K^+^ conditions [67].

Besides K^+^ transporter genes, we found that the transcriptional levels of some phosphate and nitrate transporter genes changed in rice roots under K^+^-deficiency. In our microarray data, two phosphate transporter genes (*OsPHO1;1* and *OsPHT1;4*) were markedly up-regulated after 5 d of K^+^ starvation (Table 2). In contrast, two nitrate transporter genes (Os02g0112600 and Os02g0689900) were down-regulated at the same time (Table 2). 

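OsPHT1;4, a phosphate transporter gene, rose 2.29-fold at 3 d (log2 fold change 1.19 ± 0.12 (SE), adjusted p = 4.1e-06) and 3.35-fold at 5 d (adjusted p = 2.0e-08, n = 3 arrays a group). Its effect was larger than at 6 h by 1.20 ± 0.17 (SE) log2 units at 3 d (interaction test, adjusted p = 0.00055) and by 1.76 log2 units at 5 d. OsPht1;8, another phosphate transporter gene, rose 1.31-fold at 5 d (adjusted p = 0.00017). The list of 5 phosphate transporter genes was shifted up at 5 d (camera, adjusted p = 0.034, and adjusted p = 0.45 with an estimated correlation), with 2 higher and 0 lower (3 and 0 adjusted over the list alone). Its call was lost without the signal filter (adjusted p = 0.30) and without replicate 2 of the CK roots at 5 d (0.064).

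**Figure D4:**
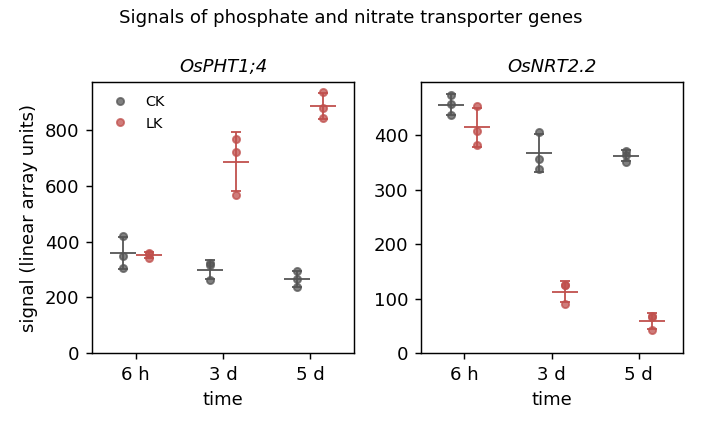
Array signals of OsPHT1;4 and OsNRT2.2 in CK and LK roots, 1 dot per array with mean ± SD of n = 3. OsPHT1;4 went from 299.9 ± 33.9 to 686.5 ± 105 at 3 d and from 265 ± 28.3 to 886 ± 46.5 at 5 d; OsNRT2.2 went from 367 ± 35.0 to 113 ± 19.9 at 3 d and from 362 ± 10.2 to 59.4 ± 14.3 at 5 d.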

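OsNRT2.2, a gene for a high-affinity nitrate transporter, fell in LK roots at 3 d (fold change of -3.25, adjusted p = 7.2e-07) and further at 5 d (fold change of -6.10, log2 fold change -2.64 ± 0.15 (SE), adjusted p = 1.9e-09, n = 3 arrays a group). The effect at 5 d was lower than that at 3 d by 0.93 ± 0.21 (SE) log2 units (interaction test, adjusted p = 0.042). Both nitrate transporter genes found by name that passed the signal filter, OsNRT2.2 and OsNRT2.3, were lower at 3 d and at 5 d, too few genes for a list test. The tables used do not tie OsNRT2.2 to a locus number of the study, but both folds equal those that the study gives for Os02g0112600. OsNRT2.2 may therefore be that transporter and not a further gene. Its probe set is of the x_at type, so the signal need not come from a single gene.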

A similar regulatory mechanism was also found in *Arabidopsis*. The expression levels of three *Arabidopsis* nitrate transporter genes (*AtNRT2;1*, *AtNRT2;3*, *AtNRT2;6*) were reduced under low-K^+^ conditions and quickly increased after K^+^ resupply [15]. In contrast, P- and N-deficiencies increased the expressions of K^+^ transporters such as *HAK5*, *KUP10*, *KUP11* in *Arabidopsis*[35,68]. These findings indicate that K, P, and N nutrient uptakes are inter-related. The deficiency of one type of nutrient ion may affect the absorption and translocation of other two types of ions in plants. This latent mechanism could facilitate the homeostasis of nutrient ions in plant cells. However, further research is required to clarify the details of this regulatory mechanism.

### Comparative analysis of low-K^+^ responses between rice and *Arabidopsis*

Rice and *Arabidopsis* are both model plants, the former being a model monocot and the latter a model dicot. It is meaningful to compare transcriptomic changes between these two species under low-K^+^ stress to understand which mechanisms are shared and which are specific to each plant, and to gain insight into common regulatory mechanisms. Previous investigations have indicated that many genes are transcriptionally regulated under P- and N-deficient conditions; this was observed in both *Arabidopsis*[26,27,68] and rice [18-21]. In contrast, fewer genes were induced by K^+^ deficiency in both *Arabidopsis*[9,15] and rice (present data; Additional file 9). These findings suggest that transcriptional regulation is probably more important in plant responses to low P and N stress than in the plant response to low-K^+^ stress.

To analyze transcriptomic differences between rice and *Arabidopsis* under low-K^+^ stress, we compared microarray data from *Arabidopsis*[9] with that in the present study. We reanalyzed their microarray data (four *Arabidopsis* ATH1 microarrays, two time points, no biological duplication) with the same data processing methods (1.2-fold cutoff threshold) used in this study. Then, the results of GO analysis from rice and *Arabidopsis* were compared (Additional file 10). Generally, the genes showing transcriptional changes in rice and *Arabidopsis* displayed similar GO distribution patterns in their responses to low-K^+^ stress. This result indicated that genes in the categories of metabolic process, membrane, and cation binding may play crucial roles in responses to low-K^+^ stress in both rice and *Arabidopsis*. However, there were also some differences. There was a greater proportion of genes related to the stress response and to development in *Arabidopsis* than in rice (Additional file 10), suggesting that these genes were more important in the response to low-K^+^ stress in *Arabidopsis*.

In present data, we found 33 hormone-related genes that respond to K^+^ deficiency in rice roots. Most of them (23) are related to auxin, including 10 *OsIAAs*, 4 Os*SUARs* and 2 *OsGHs* etc. These genes have been listed in “Additional file 11”. 

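OsIAA11, of the Aux/IAA repressors of auxin response, fell at 5 d from 257.5 ± 18.3 to 156 ± 9.35 (fold change of -1.65, adjusted p = 6.6e-06; mean ± SD, n = 3 arrays), while OsIAA2, of the same family, rose 1.50-fold. OsIAA16, another repressor gene, was lower at 3 d (fold change of -1.37, adjusted p = 0.0020) and higher at 5 d (1.29-fold, adjusted p = 0.0058), a difference of 0.83 ± 0.13 (SE) log2 units (interaction test, adjusted p = 0.0025). The small auxin-up RNA genes OsSAUR7 (1.78-fold at 3 d, 2.28-fold at 5 d) and OsSAUR19 (1.92-fold and 1.90-fold) rose; OsSAUR11 (fold changes of -1.91 and -1.90) fell, and OsSAUR5 (-1.71) fell at 5 d. OsGH3.8, for an enzyme that links auxin to amino acids, rose 1.76-fold at 3 d and 1.66-fold at 5 d, and the related OsGH3.5 had a fold change of -1.42 at 5 d. Of the 23 auxin-related genes, 4 were higher and 11 lower at 3 d (5 and 13 adjusted over the list alone), 8 higher and 14 lower at 5 d (the same adjusted over the list alone) and 0 higher and 1 lower at 6 h (1 and 1 adjusted over the list alone). The study chose them on these arrays, so the counts are not independent evidence of direction. A list of 23 Aux/IAA genes fixed before the comparisons was shifted down at 6 h (camera, adjusted p = 0.042, and adjusted p = 0.67 with an estimated correlation), 3 d (0.0028, and adjusted p = 0.46 with an estimated correlation) and 5 d (0.023, and adjusted p = 0.57 with an estimated correlation), with 0 higher and 1 lower, 0 and 6, and 1 and 9 (0 and 2, 0 and 8, and 1 and 9 adjusted over the list alone). Its 6 h call was lost after quantile normalization (adjusted p = 0.056) and with median centring (0.051). It was also lost without replicate 1 or 2 of the CK roots at 6 h (0.14 and 0.11), without replicate 1 or 3 of the LK roots at 6 h (0.16 and 0.057) and without replicate 3 of the LK roots at 3 d (0.050). The paper's results on Aux/IAA genes from these arrays were known when the list was fixed, so its tests are not independent evidence either.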

The transcriptional levels of several members from these gene families can be induced by auxin [69]. While, they are also up-regulated or down-regulated under low K^+^ conditions in rice roots, which indicates the link between auxin and K^+^ nutrient signaling. It has been reported that auxin is accumulated in central cylinder cells in the distal elongation zone of *Arabidopsis* roots after K^+^ deprivation [70]. Therefore it is hypothesized that auxin may also generate in rice roots after K^+^ deprivation and regulate rice root morphology under K^+^-deficient conditions. Armengaud et al., (2004) reported that many JA-related genes were induced after K^+^ deprivation, and highlighted a novel role of JA in *Arabidopsis* K^+^ nutrient signaling. However, it was noteworthy that these JA-related genes were mainly induced in *Arabidopsis* shoots, but less in roots. Therefore, it is suggested that different phytohormones may play roles in different organs to facilitate plant adapting K^+^-deficient stress.

These transcriptomic comparisons may provide some clues to understand differences between rice and *Arabidopsis* in their responses to low-K^+^ stress. However, further research is required to explore the differences in transcriptional regulation under nutrient deficiency between monocots and dicots.

## Conclusions

K^+^ deficiency is a common abiotic stress in the natural environment, and it inhibits plant growth and reduces crop production. In the present study, we analyzed Affymetrix microarrays to study the transcriptomic profiles of rice roots during the response to K^+^ deficiency. The microarray data showed that fewer genes are involved in the response to K^+^ deficiency than in the responses to P and N-deficiencies. Therefore, transcriptional regulation is probably more important in the plant response to low P- and low N-stress than to low-K^+^ stress. In total, 2,896 genes showed significant changes in transcription levels during low-K^+^ treatment. These were mainly in the GO categories of metabolic process, membrane, cation binding, kinase activity, transport, and so on. Many genes in protein kinase and ion transporter families were markedly up-regulated, suggesting that they may play important roles in rice responses to K^+^ deficiency. We also conducted a comparative analysis of transcriptomic changes between *Arabidopsis* and rice under low-K^+^ stress. The result indicated that monocots and dicots may share similar mechanisms in their responses to K^+^ deficiency, despite some differences. However, further research is required to clarify the differences in transcriptional regulation between monocots and dicots.

## Methods

### Plant growth condition and low-K^+^ stress treatment

Rice cultivar *Nipponbare* (*Oryza sativa* L. ssp. *japonica*) plants were cultured hydroponically in a growth chamber under the following conditions: relative humidity, 50–70%; 12-h light/12-h dark photoperiod; temperatures, 30°C days, 25°C nights.

The composition of the nutrient solution was as described by the International Rice Research Institute [23]. The solution contained 1.427 mM NH_4_NO_3_, 0.323 mM NaH_2_PO_4_·2H_2_O, 0.512 mM K_2_SO_4_, 0.998 mM CaCl_2_, 1.643 mM MgSO_4_·7H_2_O, 9.474 μM MnCl_2_·4H_2_O, 0.075 μM (NH_4_)_6_Mo_7_O_24_·4H_2_O, 18.882 μM H_3_BO_3_, 0.152 μM ZnSO_4_·7H_2_O, 0.155 μM CuSO_4_·5H_2_O, 0.031 mM FeSO_4_·7H_2_O, and 0.031 mM Na_2_EDTA·2H_2_O, (pH = 5.5). The nutrient solution was replaced every second day. First, the rice seedlings were cultured in normal solution for two weeks. Then, half of them were transferred to -K nutrient solution (lacking K_2_SO_4_) as the K^+^-deficient treatment (LK), and another half were transferred to normal solution (+K) as control (CK). Roots and shoots of both control and treated seedlings were collected at indicated times for further assays.

### Biomass and K^+^ content measurement

The roots and shoots of control and treated rice seedlings were collected at various times during the K^+^-deficiency treatment (6 h, and 1, 3, 5, and 7 d). The root and shoot tissues were harvested separately, dried at 80°C for 48 h, and then weighed (dry weight). To measure K^+^ content, dry samples were incinerated in a muffle furnace at 575°C for 5 h, the residue was dissolved in 0.1 N HCl, and the K^+^ content was measured by atomic absorption spectrophotometry (Hitachi Z-5000). Three biological replicates were used for phenotypic tests, biomass and K^+^ content measurements. The *t* - test (* *P* < 0.05, ** *P* < 0.01) was used to analyze the statistical significance.

### RNA isolation, target preparation, and hybridization to Affymetrix genechips

Fresh roots of both control and treated rice seedlings were collected at indicated times during the K^+^-deficiency treatment (6 h, 3 and 5 d). The roots were immediately frozen in liquid nitrogen and stored at −80°C until further RNA extraction. Every RNA sample was derived from five independent seedlings. Total RNA was extracted from rice roots using Trizol reagent (Invitrogen, Carlsbad, CA, USA). Quality characterization of RNA samples was determined and confirmed using a NanoDrop 2000 fluorospectrometer and formaldehyde denaturing gel electrophoresis. Then, the total RNA was purified using the RNeasy Mini kit (Qiagen, Valencia, CA, USA). The purified RNA was used to generate first-strand cDNA in a reverse transcription reaction containing One-Cycle Target Labeling and Control reagents (Affymetrix, Santa Clara, CA, USA) at 42°C for 2 h and 16°C for 1 h. The double-stranded cDNAs were used to generate cRNA via an in vitro transcriptional reaction. The cRNA was labeled with biotin, and 20 μg labeled cRNA was fragmented. The size distribution of cRNAs and fragmented cRNAs was assessed using an Eppendorf Biophotometer and electrophoresis. Fragmented cRNA (15 μg) was added to 300 μL hybridization solution, and then 200 μL of this mixture was used for hybridization on Affymetrix rice genome arrays for 16 h at 45°C. The standard wash and double-stain protocols were applied using a fluidics station (Affymetrix GeneChip Fluidics Station 450). The arrays were scanned on a genechip scanner (Affymetrix GeneChip Scanner 3000).

### Microarray data processing and analysis

First, the scanned arrays were analyzed using Affymetrix GCOS 1.0 (MAS 5.0) software to generate raw data, which were saved as CEL files. Then, DNA-Chip Analyzer (dChip) 2007 software [25] (http://www.dchip.org) was used to normalize all 18 array sets. A gene was considered to be expressed when it had detection call “P” in all three replicates, and when its detection *P*-value was less than 0.05. We used GeneSpring GX 11 software to analyze the correlation coefficients between every pair of arrays. The genes showing changes in transcription in response to K^+^ deficiency were analyzed using dChip 2007 software. A gene was considered to show transcriptional changes when it satisfied two conditions: (1) up-regulation or down-regulation more than 1.2-fold after K^+^-deficiency treatment; (2) a fold-change *P-*value of less than 0.05. A negative or positive value represents downward or upward regulation, respectively. We conducted hierarchical cluster analysis of genes showing transcriptional changes using TIGR MeV 4.2 software [71] (http://www.tm4.org). The genes up- or down-regulated at least at one time point were collected respectively, which were used for Venn diagram analysis. The AgriGO web service (http://bioinfo.cau.edu.cn/agriGO/analysis.php) was used to analyze the functional categories of genes showing transcriptional changes. Microsoft Excel and Access were used to extract and manage microarray data.

### Real-time PCR analysis

The RNA samples for microarray experiment (three biological replicates) were also used for real-time PCR assays in order to ensure the reliability and repeatability of the results. To eliminate genomic DNA contamination, total RNA was treated with DNase I (RNase Free) (Takara, Dalian, China). Then, the total RNA was used to synthesize cDNA in a reverse transcription reaction using random primers (Promega, Madison, WI, USA). The cDNA samples were diluted to 4 ng/μL. Three biological replicates were performed using the Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA) on a 7500 Real Time PCR System machine (Applied Biosystems) according to the manufacturer’s protocols. The gene-specific primers (Additional file 12) were designed using Primer 3 (http://frodo.wi.mit.edu/primer3/input.htm) and DNAMAN software. Amplification of *18S rRNA* was used as an internal control to normalize the data.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

WY conceived the study. MTL carried out phenotypic tests and physiological analyses. MTL carried out RNA extractions, performed real-time RT-PCR analyses, and drafted the manuscript. WY and MTL designed the experiments and analyzed microarray data. WY and WWH supervised the project and finalized the paper. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Correlation coefficient analysis of 18 microarrays. Click here for file

Additional file 2 **Numbers of probe sets under control (CK) and low-K**^**+**^**(LK) conditions.** Click here for file

Additional file 3 **All genes showing transcriptional changes during K**^**+**^**-deficiency.** Click here for file

Additional file 4 **Functional classification of genes showing transcriptional changes (up-regulated and down-regulated) at 6 h (A), 3 d (B), and 5 d (C) of K**^**+**^**deficiency.** AgriGO web-based tool was used to analyze GO categories of differentially expressed genes. Numbers of genes showing transcriptional changes in 13 main biological categories are shown. Click here for file

Additional file 5 **Genes encoding calcium sensors and peroxidase proteins showing transcriptional changes during K**^**+**^**-deficiency treatment.** Click here for file

Additional file 6 **Expression levels of*OsCIPK*genes during K**^**+**^**deficiency.** Click here for file

Additional file 7 **Expression levels of*OsWNK*genes during K**^**+**^**deficiency.** Click here for file

Additional file 8 **Expression levels of*OsHAK*(A) and*OsHKT*(B) genes during K**^**+**^**deficiency.** Click here for file

Additional file 9 **Comparison of differentially expressed genes between rice and*Arabidopsis*in responses to K**^**+**^**deficiency.** Click here for file

Additional file 10 **Comparison of GO classifications between rice and*Arabidopsis*in responses to K**^**+**^**deficiency.** Click here for file

Additional file 11 **Hormone- and auxin-responsive genes showing transcriptional changes during K**^**+**^**deficiency.** Click here for file

Additional file 12 Gene-specific primers used in real-time PCR experiments. Click here for file

# Supplementary material for: Transcriptome analysis of rice root responses to potassium deficiency
**Source:** BMC Plant Biol. 2012 Sep 10;12:161. doi: 10.1186/1471-2229-12-161
**Supplement:** Additional file 1 — Correlation coefficient analysis of 18 microarrays.

Array Name	CK-6h-1	CK-6h-2	CK-6h-3	LK-6h-1	LK-6h-2	LK-6h-3	CK-3d-1	CK-3d-2	CK-3d-3	LK-3d-1	LK-3d-2	LK-3d-3	CK-5d-1	CK-5d-2	CK-5d-3	LK-5d-1	LK-5d-2	LK-5d-3
CK-6h-1	1.0000																	
CK-6h-2	0.9933	1.0000																
CK-6h-3	0.9933	0.9977	1.0000															
LK-6h-1	0.9957	0.9954	0.9953	1.0000														
LK-6h-2	0.9887	0.9950	0.9942	0.9915	1.0000													
LK-6h-3	0.9901	0.9970	0.9958	0.9948	0.9963	1.0000												
CK-3d-1	0.9885	0.9857	0.9870	0.9867	0.9826	0.9838	1.0000											
CK-3d-2	0.9874	0.9902	0.9901	0.9872	0.9896	0.9892	0.9955	1.0000										
CK-3d-3	0.9842	0.9892	0.9890	0.9847	0.9886	0.9893	0.9932	0.9982	1.0000									
LK-3d-1	0.9780	0.9785	0.9782	0.9793	0.9763	0.9793	0.9882	0.9884	0.9877	1.0000								
LK-3d-2	0.9727	0.9807	0.9801	0.9771	0.9791	0.9828	0.9840	0.9880	0.9889	0.9949	1.0000							
LK-3d-3	0.9726	0.9777	0.9783	0.9745	0.9802	0.9805	0.9847	0.9896	0.9897	0.9944	0.9962	1.0000						
CK-5d-1	0.9875	0.9889	0.9880	0.9884	0.9856	0.9873	0.9923	0.9941	0.9921	0.9863	0.9850	0.9826	1.0000					
CK-5d-2	0.9845	0.9897	0.9878	0.9857	0.9890	0.9888	0.9889	0.9939	0.9927	0.9831	0.9848	0.9822	0.9967	1.0000				
CK-5d-3	0.9844	0.9877	0.9885	0.9842	0.9889	0.9873	0.9919	0.9958	0.9948	0.9839	0.9852	0.9870	0.9947	0.9963	1.0000			
LK-5d-1	0.9722	0.9730	0.9727	0.9735	0.9727	0.9733	0.9801	0.9818	0.9802	0.9911	0.9906	0.9899	0.9835	0.9818	0.9835	1.0000		
LK-5d-2	0.9703	0.9764	0.9750	0.9732	0.9753	0.9779	0.9780	0.9820	0.9817	0.9900	0.9933	0.9907	0.9836	0.9847	0.9843	0.9965	1.0000	
LK-5d-3	0.9628	0.9730	0.9706	0.9663	0.9749	0.9753	0.9719	0.9792	0.9797	0.9851	0.9924	0.9903	0.9789	0.9814	0.9807	0.9924	0.9965	1.0000

# Supplementary material for: Transcriptome analysis of rice root responses to potassium deficiency
**Source:** BMC Plant Biol. 2012 Sep 10;12:161. doi: 10.1186/1471-2229-12-161
**Supplement:** Additional file 2 — Numbers of probe sets under control (CK) and low-K+(LK) conditions.

**Probe sets<br>expressed in**	**No.of<br>Probe sets**	**Percentage in rice array<br>(57,194 probe sets)**
CK-6 h	24,768	43.3
LK-6 h	25,403	44.4
CK-3 d	24,192	42.3
LK-3 d	24,508	42.9
CK-5 d	25,051	43.8
LK-5 d	25,392	44.4

# Supplementary material for: Transcriptome analysis of rice root responses to potassium deficiency
**Source:** BMC Plant Biol. 2012 Sep 10;12:161. doi: 10.1186/1471-2229-12-161
**Supplement:** Additional file 9 — Comparison of differentially expressed genes between rice andArabidopsisin responses to K+deficiency.

Analysis methods	Culture methods	No. of genes	Percentage in genome	Reference
Rank product statistics and iterative group analysis (FDR% < 1), Roots, n = 3	<i>Arabidopsis</i> seedlings grown on K ⁺ -free medium in petri dishes for two weeks after germination.	299	1.25	Armengaud et al., 2004
Fold Change ≥ 2 and <i>P</i> -value ≤ 0.04, Roots, n = 1	<i>Arabidopsis</i> root response to low K ⁺ stress in the treatment time points of 2 d and 4 d under K ⁺ -free hydroponic medium.	391	1.63	Gierth et al., 2005
Fold Change ≥ 2 and <i>P</i> -value ≤ 0.05, Roots, n = 3	Rice root response to low K ⁺ stress in the treatment time points of 6 h, 3 d and 5 d under K ⁺ -free hydroponic medium.	356	0.71	Present data

# Supplementary material for: Transcriptome analysis of rice root responses to potassium deficiency
**Source:** BMC Plant Biol. 2012 Sep 10;12:161. doi: 10.1186/1471-2229-12-161
**Supplement:** Additional file 12 — Gene-specific primers used in real-time PCR experiments.

Probe ID<br>(Gene ID)	Forword and reverse primers	Aonotation
Os.2617.2.S1_a_at<br>(Os06g0701700)	5'-TCTGACACTTTCCAGCCTCA-3'<br>5'-TGCTTGCCGAGTTGATTGTA-3'	OsHKT2;1
Os.23476.1.A1_at<br>(Os01g0598200)	5'-TTGACCAGGCTGACACAAAA-3'<br>5'-GCAACACCAGGTTTCAGGTT-3'	OsCBL5
Os.55509.1.S1_at<br>(Os08g0441100)	5'-CAACATCGTCACCCTGTACC-3'<br>5'-CGGAGGAAGCTCTATGCTCA-3'	OsCIPK6
Os.56004.1.S1_at<br>(Os03g0347500)	5'-TGAATCGCATGCATCTTAGC-3'<br>5'-CACGTGTCCCCAATCATACA-3'	OsSWEET12
Os.53403.1.S1_s_at<br>(Os08g0508700)	5'-CGTTTGATGGATTGCCTTTT-3'<br>5'-CGCCCTTCTCAAGTTCTCAG-3'	Ethylene-insensitive 3, putative, expressed
Os.53584.1.S1_at<br>(Os02g0237100)	5'-TGGGTCATGGCATCAGATTA-3'<br>5'-CTTGCATCATCCTCGGTGTA-3'	Spermidine synthase, putative, expressed
Os.2245.1.S1_at<br>(Os05g0506000)	5'-CGAGCTAAGCAGCTTCTCCA-3'<br>5'-AACAAGCAATTTGGTCCCTTA-3'	Tetratricopeptide repeat, domain containing protein
Os.9739.1.S1_at<br>(Os04g0142400)	5'-GCCTCGATGAGGAAAAACAAG-3'<br>5'-CACATTACCGTGGTGACGAA-3'	Expressed protein
Os.47802.1.A1_at<br>(Os12g0555000)	5'-ATTCATCGCGTGCATGATAA-3'<br>5'-AAATGATCTCACCAACACTGAAAA-3'	Pathogenesis-related Bet v I family protein, putative, expressed

Os.5242.1.S1_at<br>(Os01g0795000)	5'-GCATAACCTGGGCAAAACAT-3'<br>5'-AATTGACCATCCATCGAAGTG-3'	OsSub6-Putative Subtilisin homologue, expressed
OsAffx.24308.1.S1_s_at<br>(Os02g0286933)	5'-GTTTGAGTGCTTGTTCCCT-3'<br>5'-AGAAGAGATGGGTGAGGCAG-3'	Uncharacterized cys-rich domain containing protein, putative, expressed
OsAffx.28867.2.S1_at<br>(Os07g0611500)	5'-CAACTGATGCCCACATAACACA-3'<br>5'-GGCGAAGAAGGAGATGGTCT-3'	DC1 domain-containing protein, putative, expressed

---

How the deposited data were processed for this re-analysis (not part of the article)

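The study measured transcripts in roots of Nipponbare rice seedlings with the Affymetrix Rice Genome Array. Roots grown with K+ (CK) or without K+ (LK) were taken at 6 h, 3 d and 5 d, with 3 biological replicates a group, 18 arrays in all, and RNA pooled from 5 seedlings for each array. No RNA sample was measured on more than 1 array.

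The deposited table gives 1 signal intensity per probe set and array, which the authors normalized over all 18 arrays with dChip on a linear scale. It holds 57194 probe sets; the lowest signal is 0.63, the highest 18903, and 33.8% of the values lie below 10. Array medians run from 22.1 to 23.4 units, and none of the 153 pairs of arrays is identical. Raw array images and probe-level files were not used here, and no detection calls come with the values. The GEO records do not give replicate numbers a meaning across treatments, so arrays were not paired.

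Each probe set was joined to genes through the annotation of the tables used: 22436 probe sets have 1 gene, 95 several and 34663 none, which gives 17905 different genes, 2458 of them with a name other than a LOC number. Probe sets whose type ends in x_at or s_at can bind several transcripts, so their signal need not come from a single gene. A gene with several probe sets is represented in lists by the probe set with the highest mean signal.

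Signals under 10 were raised to 10 and log2 transformed. The 44% of probe sets with the highest mean log2 signal were kept, 25165 in all, with a lowest geometric mean of 32.2; the share follows the share of probe sets that the study counts as detected. A linear model with 6 groups was fitted with limma (moderated t statistics with an intensity trend, 12 residual and 5.03 prior degrees of freedom), with contrasts for LK against CK at each time, for their differences between times (interaction tests) and for their average. p values were adjusted with the Benjamini-Hochberg method over the kept probe sets, separately for each contrast. A change is called at an adjusted p under 0.05. A fold change is the ratio of mean linear signals, with the inverse sign convention for decreases; log2 fold changes and their standard errors come from the model. The study threshold was also applied: a ratio of 1.2, 1.5 or 2 with an unadjusted limma p under 0.05.

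Gene lists were tested with camera from limma at a preset inter-gene correlation of 0.01 and again with an estimated correlation, with 14751 genes as background. Of 37 lists, 31 had at least 5 kept genes and were tested at 3 times, 93 tests adjusted together. The paper was known when the lists were written. Tests of families that it reports as changed on these arrays are therefore not independent of its results. The lists were first written as words of gene descriptions; since the tables hold gene names and no descriptions, they were rewritten as patterns of gene names after the annotation had been seen and before any LK and CK values were compared, and a list of receptor-like kinases was dropped for want of names. A list count "adjusted over the list alone" repeats the adjustment within the members of the list.

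Named genes follow a fixed rule: genes the paper names (with its folds known beforehand), the 10 largest called rises and falls of genes with a name at each time whose LK and CK arrays do not overlap, up to 4 members of each called list with the smallest adjusted p in its direction, and the 5 smallest adjusted p of each interaction. This gives 183 probe sets and 549 tests, of which 303 were called, 139 higher and 164 lower. With 3 arrays a group, chance alone separates the arrays of LK and CK without overlap in 10% of probe sets.

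These alternatives were set before the data were examined: no filter, the top 30%, quantile normalization, median centring, log2 of the signal plus 32, a floor of 50, only the arrays compared, a replicate block within time points, no intensity trend, each array left out in turn, folds from log2 means, the study threshold with a Welch-type test on linear signals or with adjusted p, log2 signals or kept probe sets for array correlations, and the estimated inter-gene correlation. A replicate block across time points and array correlations without 39 probe sets that lie over 2.5 log2 units from their group median on at least 1 array were added after the values had been seen. Only 1 kind of value, the deposited signal, was analysed.

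Precision was tested on simulated signals, drawn with normal noise around the CK means. The residual spread of each probe set was used for all times. Changes of 1 and of 0.5 log2 units were each added to 100 probe sets at a time. At 1 log2 unit 87%, 91% and 97% were called at 6 h, 3 d and 5 d, with median estimates of 0.99, 1.00 and 1.02. There were 5, 9 and 3 false calls among 25165 probe sets. Labels were also reassigned within times: all 10 splits of 3 against 3 arrays at a time, and 100 drawn splits for contrasts over times.

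Computations used R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Functional category tests, detection calls and the classification of kinases into groups were left out, because the tables used hold no functional terms, calls or kinase classes. PCR values, plant growth and ion contents were not analysed here. Some genes of the paper could not be paired with a probe set and are not reported.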

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

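The tests of the splits, the tests of the direction of change under another normalization with their rule on median shifts, the sorting of the splits by whether they keep the groups of a time, and the comparison of the photosynthesis list with other lists were chosen after the result was seen; the tests of the clock genes and the correlation of the shoot markers were chosen before.

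At 3 d 59.6% of the changed probe sets were higher in LK roots and at 5 d 45.2%. A real excess of induced genes at 3 d and of repressed genes at 5 d is possible, or a shift between arrays that the deposited normalization leaves in place. After quantile normalization the share higher was 45.7% at 3 d and 50.6% at 5 d, but this normalization itself gives all arrays the same distribution and so removes the shift that is in question. The median log2 fold change over the kept probe sets was 0.04 at 3 d and -0.03 at 5 d with the deposited values, and 0.00 and -0.01 after it. A shift between arrays and a real excess of 1 direction therefore cannot be told apart. Of 549 tests of named genes, quantile normalization left 520 as they were and added 26 calls, and 0 were reversed. It took away 3 calls: OsAKT1 at 5 d (adjusted p = 0.068), OsCML31 at 3 d (0.063) and OsPP2C39 at 6 h (0.053). Many of these genes were named for changes called on these arrays, so the counts do not show whether a small shift over all probe sets is present.

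OsCCA1, a morning gene of the circadian clock, was 1.38-fold higher in LK roots at 6 h (130 ± 5.73 against 179 ± 12.1, mean ± SD, n = 3 arrays; adjusted p = 0.0049, and 0.12 with only the arrays compared). It could respond to K+ deficiency, or LK and CK roots could have been sampled at different times of day. The other 6 clock genes had a median absolute log2 fold change of 0.20 at 6 h and 0 of them passed the adjusted p. The day genes OsPRR37 (log2 fold change 0.17), OsPRR73 (0.25) and OsPRR95 (0.28) leaned up with OsCCA1. Of the evening genes, OsPCL1 (-0.23) and OsPRR1 (-0.05) leaned down and GI (0.02) hardly moved. The explanations therefore cannot be told apart. In CK roots OsCCA1 had a signal of 780.5 at 3 d and 1220 at 5 d, so the time of sampling may differ between the time points too. A difference between the time points alone does not touch comparisons within a time. Some clock genes did differ between LK and CK roots within a time. OsPCL1 (log2 fold change -0.63, limma adjusted p = 0.0040, with signals close to the array medians) and OsPRR1 (-0.32, 0.0066) were lower at 3 d. OsPRR73 (-0.33, 0.0045) was lower at 5 d. None of the other clock genes passed at 3 d or 5 d. Whether LK and CK roots differed in time of day was not tested at these times. In comparisons between times, the length of K+ starvation and the time of day cannot be told apart.

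The list of photosynthesis genes was shifted up in LK roots at 5 d (adjusted p = 0.036, and adjusted p = 0.67 with an estimated correlation; 4 higher and 0 lower of 6 genes, the same adjusted over the list alone). Greening of roots without K+ or unequal amounts of shoot tissue in the root samples could give this. Over the 18 arrays the deviations of these genes from their group means had a mean pairwise correlation of 0.54 ± 0.10 (jackknife SE), above the 95th percentile of 0.25 for 1000 random lists. Other lists of genes regulated together reach such values too, with 0.63 for cytosolic ribosomal proteins and 0.50 for germin-like proteins, and greening that varies between plants would give the same. CAB2R, a chlorophyll-binding gene, went from 3963 to 4412 at 5 d, and its high signal in CK roots would hide a small share of shoot tissue. Greening and unequal shoot tissue therefore cannot be told apart. OsPSAG, of photosystem I, was 1.56-fold higher at 3 d (adjusted p = 0.0071). The call at 5 d was lost without the signal filter (adjusted p = 0.075), after quantile normalization (0.056), with median centring (0.065), without replicate 3 of the CK roots at 5 d (0.082) and without replicate 1 or 2 of the LK roots at 5 d (0.055 and 0.067).

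With 10 splits of 3 against 3 arrays at a time there are too few splits for a share under 0.05. The changed probe sets at 6 h, 3 d and 5 d numbered 133, 3588 and 5853 against at most 1, 3 and 0 in the other splits, so 1 split of 10 was as large each time. Under the study threshold the real splits gave 1297, 4637 and 6075 and the highest other splits 1780, 1357 and 1247, so that 2, 1 and 1 splits of 10 were as large. For the lists, 7, 10 and 9 calls at 6 h, 3 d and 5 d stood against at most 4, 8 and 9, so that 1, 1 and 2 splits were as large.

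Over 100 drawn splits, chance can be excluded for the average effect of the 3 times (6642 probe sets against at most 1373, 1 split as large). For the differences between times, 11 splits were as large for 6 h and 3 d (726 against at most 2745), 4 for 3 d and 5 d (259 against at most 7896) and 6 for 6 h and 5 d (2557 against at most 3241), so that whether chance can be excluded is open for these differences: the other splits as large (10, 3 and 5) all keep or exchange as a whole the real groups of 1 time and so carry its effect, which the design fixes. The 77, 86 and 81 splits that leave neither time intact gave at most 1, 0 and 0 probe sets. The splits with several times the real count point to a structure of the samples: exchanging all LK and CK labels at a single time gives 2745, 7896 and 3606 probe sets, since such a split adds the effects of both times.

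The smallest adjusted p for a difference of the LK effect between 6 h and 3 d belonged to OsAPRL1 (1.73 and 1.24 log2 units on its probe sets), LOC4334987 (-1.66), LOC4344351 (2.45) and LOC4333459 (1.45). Between 3 d and 5 d the smallest belonged to LOC4328788 (1.85), LOC4324822 (0.99), LOC9268371 (1.80), LOC4338477 (1.47) and LOC4349648 (1.27). Between 6 h and 5 d the smallest belonged to LOC4334987 (-1.67), LOC4344351 (2.49), LOC4333459 (1.54), LOC4324822 (1.79) and LOC9268076 (-2.002).

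Lists that the paper does not discuss were called as follows. At 6 h the cytochrome P450 genes were shifted down (adjusted p = 0.0038, and adjusted p = 0.45 with an estimated correlation; limma called 0 of 25, with 1 higher and 2 lower adjusted over the list alone and 1 and 4 at an unadjusted p under 0.05), as were the phenylpropanoid and laccase genes (adjusted p = 0.042, and adjusted p = 0.68 with an estimated correlation; 1 higher and 0 lower of 21, 2 and 3 adjusted over the list alone). The photosynthesis genes were shifted up at 6 h (adjusted p = 0.0028, and adjusted p = 0.46 with an estimated correlation; limma called 0 of 6, with 3 higher and 0 lower adjusted over the list alone and 4 and 0 at an unadjusted p under 0.05). At 3 d the lists of ammonium transporters (adjusted p = 0.013, and adjusted p = 0.36 with an estimated correlation), iron acquisition (0.032, and adjusted p = 0.67 with an estimated correlation), cell wall enzymes (0.0038, and adjusted p = 0.57 with an estimated correlation), germin-like proteins (0.00099, and adjusted p = 0.46 with an estimated correlation) and histones and cyclins (0.022, and adjusted p = 0.74 with an estimated correlation) were shifted down. The lists of ABA and LEA genes (0.013, and adjusted p = 0.47 with an estimated correlation) and heat shock proteins (0.00036, and adjusted p = 0.25 with an estimated correlation) were shifted up at 3 d. At 5 d the lists of ammonium transporters (0.023, and adjusted p = 0.45 with an estimated correlation), cell wall enzymes (0.0038, and adjusted p = 0.56 with an estimated correlation), germin-like proteins (0.026, and adjusted p = 0.67 with an estimated correlation) and phenylpropanoid enzymes (0.033, and adjusted p = 0.67 with an estimated correlation) were shifted down. The lists of ABA and LEA genes (0.0084, and adjusted p = 0.46 with an estimated correlation) and heat shock proteins (0.0010, and adjusted p = 0.31 with an estimated correlation) were shifted up at 5 d.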

How the results depend on the processing

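The tests with a replicate block across time points and the array correlation without probe sets far from their group median were chosen after the values were seen; all others were set before the data were examined. The filter, the floor and the pseudocount limit what weak signals can show, and the cause of the shifts below was not tested except where fewer genes or fewer arrays enter by construction. Changed probe sets at 6 h (133) became 70 without the filter, 27 with only the arrays compared, 217 with a replicate block across time points, and 67, 67, 63, 42 and 36 without replicates 2 and 3 of CK and 1, 2 and 3 of LK at 6 h, with 184 at most (without replicate 1 of CK at 3 d); those at 3 d became 2075 with only the arrays compared. Effects differing between 6 h and 3 d (726) became 469 without the filter and 453 with only the arrays compared; between 3 d and 5 d (259) 112 without the filter and 147 to 380 with an array left out. The study threshold at 6 h (1297) gave 2165 without the filter, 743 with the top 30%, 611 with the Welch-type test and 127 with adjusted p; at 3 d (4637) 3053, 2734 and 2996 with the top 30%, the Welch-type test and adjusted p. Shared probe sets of 6 h and 3 d (39 higher, 32 lower) became 17 and 13 without the filter, 65 and 50 after quantile normalization, 49 lower with median centring, 67 and 53 with the block across time points, and 10 to 51 and 8 to 42 with an array left out; those of 6 h and 5 d (36 and 28) became 14 and 14 without the filter, 64 higher after quantile normalization, 63 and 48 with the block across time points, and 9 to 52 and 8 to 42 with an array left out. The correlation of fold changes of 3 d and 5 d was 0.58 without the filter; the lowest array correlation was 0.991 on log2 signals and 0.994 without probe sets far from their group median; with estimated correlations 0 of 25 list calls remained. With a replicate block within time points the changed probe sets numbered 97, 3383 and 5574, the interactions 619, 203 and 2280, the average effect 6410, list calls 23 and named genes 287; arrays of the same number correlated by 0.258, 0.109 and -0.0212 at 6 h, 0.158, -0.0942 and 0.0298 at 3 d and 0.177, 0.0977 and 0.0722 at 5 d; 11 of 18 samples correlated best with a sample of their own number, and on the fourth principal component replicate 1 lay at 12.1 to 20.6 in 5 of 6 groups against at most 2.97 for the other arrays, so whether the numbers mark a shared replicate block is open, and the arrays were not treated as paired. With a replicate block across time points, 54 probe sets were higher and 37 lower at all 3 times. With the block within time points the Aux/IAA call at 6 h gave adjusted p = 0.050, the phosphate transporter call at 5 d 0.051 and OsHAK1 at 6 h 0.099; with the block across time points the Aux/IAA and phosphate transporter calls gave 0.052 each and the phenylpropanoid call at 6 h 0.051. Of 303 called named tests, 221 held in all 26 settings, 82 were lost in at least 1 and 0 were reversed.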

Differences from the paper's values

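No tests in this part were chosen after the result was seen, apart from the replicate block across time points and the array correlation without probe sets far from their group median.

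Here a count is said to differ where 1 value is over 1.5 times the other, and a fold or a correlation where it lies further from the paper's value than the SD between replicates. With the 1.2-fold threshold and an unadjusted p under 0.05, the paper counts 100 genes up at 6 h where 649 probe sets were found, 719 at 3 d where 2811 were found and 1141 at 5 d where 2739 were found. The paper counts 64 genes down at 6 h, 486 at 3 d and 1186 at 5 d, where 648, 1826 and 3336 probe sets were found. In total the paper counts 2896, 1166 and 356 genes past 1.2-fold, 1.5-fold and 2-fold, where 8432, 2083 and 541 were found. Over 30 other settings the values ran from 65 to 1063, 1610 to 3588 and 1838 to 3539 for genes up, from 62 to 1102, 1124 to 2472 and 2322 to 4140 for genes down, and from 5484 to 11859, 1297 to 4278 and 331 to 1071 for the totals. Of the alternatives set before the data were examined, the count down at 6 h does not differ with adjusted p and the fold threshold (62), and the 1.5-fold total does not differ with the top 30% (1297). The 2-fold total does not differ with the top 30% (331), quantile normalization (525), median centring (522), a floor of 50, without replicate 1 of the CK roots or replicate 3 of the LK roots at 5 d, with the Welch-type test or with adjusted p. The other counts differ under every one of these alternatives. The paper takes genes with a detection call P in all replicates and p from dChip, where here the top 44% of probe sets by mean log2 signal and p from limma were used, so only the fold and the p threshold are shared.

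The paper gives 0.9915 as the lower bound of the correlations between replicates, where the lowest was 0.968; 10 of 18 pairs lay above the paper's bound. On log2 signals, an alternative set before the data were examined, the lowest was 0.991, which does not differ by more than the SD but lies below the paper's bound, with 15 of 18 pairs above it. Without the probe sets far from their group median on an array, an alternative chosen after seeing the values, the lowest was 0.994 and 18 of 18 pairs lay above the bound.

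For OsHAK1 the paper gives folds of 1.21, 1.27 and 1.32, where 1.17, 1.22 and 1.25 were found on the strongest probe set; another probe set of the gene gives 1.21, 1.27 and 1.32. Of the alternatives set before the data were examined, the fold of OsHAK1 does not differ at 6 h without replicate 1 of the CK roots at 6 h, nor at 5 d with quantile normalization (1.29) or without replicate 3 of the LK roots at 5 d (1.28); at 3 d every alternative differs. Of 48 folds that could be compared, 41 lie within 0.01 of the paper. For OsKCO1 at 3 d the paper gives 1.47 where 1.37 was found, and for OsHKT2;1 the paper gives 2.61, 8.01 and 7.74 where 2.58, 8.03 and 7.68 were found.

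In the first 780 of the 2896 genes in the paper's table of changed genes, all folds lie within 0.01 at each time; 773 pass the 1.2-fold threshold with an unadjusted limma p under 0.05 at some time, and 725 an adjusted p under 0.05.

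Of these 48 folds, all 48 have the direction given in the paper, 40 pass an adjusted p under 0.05 and 8 do not. OsCIPK29 at 3 d (adjusted p = 0.10, other settings 0.051 to 0.29), OsCCaMK1 at 6 h (0.16, other settings 0.089 to 0.47) and OsWNK8 at 6 h (0.15, other settings 0.067 to 0.37) pass in none. OsCIPK2 at 6 h (0.064, other settings 0.0100 to 0.23) passes with quantile normalization, median centring, without replicate 1 and without replicate 3 of the CK roots at 3 d. OsAKT1 at 6 h (0.065, other settings 0.027 to 0.35) passes with quantile normalization and without replicate 1 of the CK roots at 6 h. OsHAK11 at 3 d (0.12, other settings 0.045 to 0.42) passes with the replicate block across time points only, which was chosen after seeing the values. OsHAK9 at 3 d (0.057, other settings 0.023 to 0.24) passes with quantile normalization, median centring, without replicate 1 or 3 of the CK roots at 6 h, without replicate 3 of the LK roots at 3 d and with the replicate block across time points, chosen after seeing the values. OsHAK9 at 5 d (0.052, other settings 0.016 to 0.18) passes with quantile normalization, median centring, log2 of the signal plus 32, only the arrays compared, without replicate 1 or 3 of the CK roots at 6 h, without replicate 2 of the LK roots at 3 d and with the replicate block across time points, chosen after seeing the values.

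The peroxidase gene OsPrx107, which the study lists among its changed genes, does not pass (adjusted p = 0.062 at 3 d and 0.15 at 5 d); it passes at 5 d with only the arrays compared and at 3 d without replicate 1 or without replicate 2 of the CK roots at 6 h. The paper counts 5 WNK genes with a mean signal of 500 or more, where 4 were found.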

Other observations

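The list tests in this part were chosen before the result was seen; none of the tests were chosen after it.

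OsHsp23.2, a small heat shock protein gene, went in LK roots from 337 ± 37.6 to 769 ± 65.7 at 3 d (2.28-fold) and from 299 ± 37.2 to 1008 ± 33.3 at 5 d (3.37-fold, adjusted p = 6.9e-09; mean ± SD, n = 3 arrays), OsHsp17.9A rose 1.68-fold and 2.32-fold, OsHsp24.1 1.97-fold and 1.82-fold, and OsHsp18.0 1.60-fold and 1.39-fold. Of 16 heat shock protein genes 9 were higher and 1 lower at 3 d (9 and 1 adjusted over the list alone), and 8 higher and 1 lower at 5 d (9 and 1 adjusted over the list alone); with an estimated correlation the list was not called (adjusted p = 0.25 and 0.31). The dehydrin genes RAB21 (3.43-fold at 3 d, 3.08-fold at 5 d), RAB16B (2.26-fold and 2.76-fold) and OsDhn1 (1.36-fold and 1.30-fold), marks of ABA and water stress, also rose; of 6 genes on the ABA and LEA list 3 were higher and 0 lower at 3 d (4 and 0 adjusted over the list alone) and 4 and 0 at 5 d (5 and 0 adjusted over the list alone), without a call with an estimated correlation (adjusted p = 0.47 and 0.46). The 3 d list call was lost without replicate 3 of the CK roots at 3 d (adjusted p = 0.10).

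None of the list calls in this paragraph remained with an estimated correlation, where adjusted p ran from 0.36 to 0.74. The ammonium transporter genes OsAMT3;3 (fold change of -2.64 at 5 d, adjusted p = 1.2e-06), OsAMT1;2 (-1.48 at 5 d) and OsAMT2;1 (-1.31 at 3 d, -1.32 at 5 d) were lower; of 8 genes 0 were higher and 3 lower at 3 d (1 and 3 adjusted over the list alone), and 0 and 5 at 5 d (0 and 5 adjusted over the list alone). The germin-like gene GLP2 went from 2603 ± 47.5 to 1194 ± 93.3 at 3 d and from 3612 ± 175 to 1525 ± 283 at 5 d (mean ± SD, n = 3 arrays; fold changes of -2.18 and -2.37), and OsGER6 had fold changes of -1.76 and -1.91; of 8 germin-like genes 0 were higher and 4 lower at 3 d and at 5 d (the same adjusted over the list alone), and the 5 d list call was lost without replicate 3 of the LK roots at 5 d (adjusted p = 0.055). The cellulose synthase genes OsCesA1, OsCesA3 and OsCesA6 had fold changes of -1.22, -1.22 and -1.28 at 5 d; of 27 cell wall genes 0 were higher and 1 lower at 3 d (0 and 1 adjusted over the list alone) and 1 and 10 at 5 d (1 and 15 adjusted over the list alone). Of the iron genes, osysl12 had fold changes of -2.10 at 3 d and -1.82 at 5 d and OsIRT1 of -1.70 at 3 d; 2 of 15 were higher and 5 lower at 3 d (2 and 6 adjusted over the list alone), while at 5 d, without a list call (adjusted p = 0.54), 6 were higher and 3 lower (7 and 4 adjusted over the list alone). The 3 d list call was lost after quantile normalization (adjusted p = 0.056), with median centring (0.065) and without replicate 2 of the LK roots at 3 d (0.077). The lignin genes Os4CL1 and OsCAD8A had fold changes of -1.38 and -1.31 at 5 d; of 21 phenylpropanoid and laccase genes 2 were higher and 9 lower at 5 d (2 and 9 adjusted over the list alone), a call lost without replicate 3 of the CK roots at 5 d (adjusted p = 0.11). Of 20 histone and cyclin genes 0 were higher and 1 lower at 3 d (0 and 1 adjusted over the list alone), a call lost without replicate 3 of the CK roots at 3 d (adjusted p = 0.082) and without replicate 1 or 3 of the LK roots at 3 d (0.064 and 0.083). At 6 h the cytochrome P450 call was lost without replicate 3 of the CK roots at 6 h (adjusted p = 0.082). The phenylpropanoid call at 6 h was lost without the signal filter (adjusted p = 0.053), with median centring (0.055), without replicate 1 or 3 of the CK roots at 6 h (0.073 and 0.12), without replicate 1 or 3 of the LK roots at 6 h (0.14 and 0.13), without replicate 1 of the CK roots at 3 d (0.061) and without replicate 3 of the LK roots at 3 d (0.050).

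Lists without a call at any time had these counts with limma over all kept probe sets, given as higher and lower at 6 h, 3 d and 5 d. For 15 HAK/KUP K+ transporters they were 1 and 0, 2 and 2, and 3 and 3 (2 and 1, 2 and 3, and 4 and 3 adjusted over the list alone; 3 and 1 at an unadjusted p under 0.05 at 6 h). Among 19 aquaporins there were 0 and 1, 5 and 2, and 5 and 2 (2 and 1, 5 and 2, and 5 and 2 adjusted over the list alone; 2 and 1 at an unadjusted p under 0.05 at 6 h). The 9 SWEET sugar transporters had 0 and 0, 3 and 2, and 3 and 3 (0 and 0, 3 and 3, and 3 and 3 adjusted over the list alone; 0 and 0 at an unadjusted p under 0.05 at 6 h). For 7 CBL calcium sensors they were 0 and 0, 1 and 0, and 1 and 0 (0 and 0, 1 and 0, and 1 and 0 adjusted over the list alone; 0 and 0 at an unadjusted p under 0.05 at 6 h). Among 17 calcium-dependent protein kinases there were 0 and 0, 0 and 2, and 0 and 4 (0 and 1, 0 and 2, and 1 and 5 adjusted over the list alone; 0 and 1 at an unadjusted p under 0.05 at 6 h). The 23 calmodulins and related proteins had 0 and 0, 2 and 1, and 5 and 2 (0 and 0, 6 and 1, and 6 and 3 adjusted over the list alone; 1 and 0 at an unadjusted p under 0.05 at 6 h). For 6 glutathione S-transferases they were 0 and 0, 2 and 0, and 3 and 1 (0 and 0, 2 and 0, and 4 and 1 adjusted over the list alone; 0 and 0 at an unadjusted p under 0.05 at 6 h). Among 22 expansins there were 0 and 0, 3 and 3, and 3 and 6 (0 and 0, 3 and 4, and 4 and 7 adjusted over the list alone; 0 and 1 at an unadjusted p under 0.05 at 6 h). The 6 GH3 enzymes had 0 and 0, 1 and 0, and 1 and 2 (0 and 0, 1 and 1, and 1 and 2 adjusted over the list alone; 0 and 0 at an unadjusted p under 0.05 at 6 h). For 20 auxin response factors and efflux carriers they were 0 and 0, 3 and 0, and 2 and 4 (0 and 0, 3 and 0, and 2 and 5 adjusted over the list alone; 0 and 0 at an unadjusted p under 0.05 at 6 h). Among 30 jasmonate and TIFY genes there were 0 and 0, 3 and 6, and 1 and 6 (0 and 0, 3 and 6, and 2 and 6 adjusted over the list alone; 1 and 1 at an unadjusted p under 0.05 at 6 h). The 15 ethylene genes had 0 and 0, 1 and 0, and 2 and 1 (0 and 0, 1 and 0, and 1 and 1 adjusted over the list alone; 0 and 2 at an unadjusted p under 0.05 at 6 h). For 22 cytokinin genes they were 0 and 0, 3 and 1, and 5 and 6 (0 and 1, 4 and 1, and 7 and 6 adjusted over the list alone; 1 and 2 at an unadjusted p under 0.05 at 6 h). Among 6 WRKY factors there were 0 and 0, 1 and 0, and 1 and 1 (0 and 0, 1 and 0, and 1 and 1 adjusted over the list alone; 1 and 0 at an unadjusted p under 0.05 at 6 h). The 9 pathogenesis-related proteins and chitinases had 0 and 0, 1 and 1, and 1 and 1 (0 and 0, 1 and 2, and 2 and 1 adjusted over the list alone; 0 and 1 at an unadjusted p under 0.05 at 6 h). For 18 ribosomal proteins they were 0 and 0, 1 and 0, and 1 and 0 (0 and 0, 0 and 0, and 1 and 0 adjusted over the list alone; 0 and 0 at an unadjusted p under 0.05 at 6 h).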
